# Siglec-E augments adipose tissue inflammation by modulating TRAF3 signaling and monocytic myeloid-derived suppressor cells during obesity

**DOI:** 10.3389/fimmu.2025.1501307

**Published:** 2025-02-04

**Authors:** Ahmed Rakib, Mousumi Mandal, Md Abdullah Al Mamun, Sonia Kiran, Nelufar Yasmen, Lexiao Li, Daniel M. Collier, Jianxiong Jiang, Frank Park, Udai P. Singh

**Keywords:** adipose tissue, CXCR3, MDSCs, siglec-E, TRAF3

## Abstract

**Background:**

Obesity is associated with dysregulated metabolism and low-grade chronic inflammation in adipose tissue (AT). Immune cells, including macrophages, T cells, and neutrophils, infiltrate the AT and secrete proinflammatory cytokines to exacerbate the AT inflammation. RNA-Seq analysis of AT immune cells isolated from mice fed a high-fat diet (HFD) versus normal fat diet (ND) identified a panel of genes that were markedly downregulated, including sialic acid-binding Ig-like lectin E (siglec-E), in HFD compared to ND mice.

**Methods:**

A series of experiments in wild-type (WT) and siglec-E knockout (siglec-E KO) mice was designed to investigate the effect of HFD on the functional role of siglec-E in the regulation of AT inflammation and adipogenesis. We analyzed the changes in immune phenotypes, inflammatory response, adipogenesis, and levels of cytokines and chemokines after HFD and ND feeding.

**Results:**

HFD consumption significantly increased the body weight and blood glucose levels in siglec-E KO mice relative to those of WT mice. This was associated with an increased infiltration of macrophages, CXCR3 expressing CD8 T cells, and monocytic myeloid-derived suppressor cells (M-MDSCs) with a concomitant decrease in numbers of dendritic cells (DCs), in the AT of siglec-E KO fed HFD versus the WT HFD counterparts. The HFD-fed siglec-E KO mice also exhibited elevated expression of intracellular Akt and TNF receptor-associated factor 3 (TRAF3) signaling, inducing C/EBPα, FASN, PPARγ, and resistin in suprascapular AT compared to WT HFD-fed mice. Taken together, these results suggest that a genetic deficiency of siglec-E plays a key role in inducing AT inflammation by differentially altering M-MDSCs and CD8^+^CXCR3^+^ T cell function and adipogenesis by TRAF3 and Akt signaling in AT.

**Conclusion:**

Our findings strongly suggest that modulation of siglec-E pathways might have a protective effect at least in part against AT inflammation and metabolic disorders.

## Introduction

The obesity epidemic spread across the world and is characterized by abnormal or excessive accumulation of fat that exhibits a health risk to the entire globe (1). Obesity is responsible for the development of several metabolic abnormalities including, cardiovascular disease, type 2 diabetes mellitus (T2DM), metabolic syndrome, and various immune-mediated disorders (2–4). Further, obesity is also associated with adipocyte hypertrophy and hyperplasia, which facilitates the storage of lipid bodies, and increased immune cell infiltration in the adipose tissue (AT). The predominant form of whole-body AT is white AT (WAT), which stores energy as triglycerides, and its increased accumulation contributes to obesity and several other metabolic disorders (5). In contrast, brown AT contains several small lipid droplets and an increased number of mitochondria for energy expenditure and plays a role in adaptive thermogenesis. During obesity, adipocyte triglycerides undergo enhanced hydrolysis to increase circulating free fatty acids levels and induce the development of insulin resistance and other metabolic disorders (6). Thus, resetting the key signaling in AT during obesity, which maintains low-grade chronic inflammation will provide an innovative approach to the management and therapeutics of obesity.

In addition to adipocytes, AT infiltrates various immune cells, including macrophages, neutrophils, natural killer (NK) cells, and T cells that exhibit distinct phenotypes in healthy and obese conditions (7). The chemokine receptor CXCR3 and its ligands facilitate immune cell trafficking in tissue and CXCR3-expressing adipocytes modulate inflammation during obesity (8). Further, CXCR3 expressing CD8^+^ T cells also play a crucial role in diet-induced obesity (9). The NKT cells initiate obesity-related inflammation and insulin resistance (10), in contrast, AT-invariant NKT cells produce regulatory cytokines, which protect mice from HFD-induced obesity (11). AT-resident macrophages synergistically coordinate with adipocytes to orchestrate the body’s energy metabolism (12). During energy stimulation, AT alters the expansion of adipocytes and macrophages to a proinflammatory phenotype and recruits proinflammatory mediators, including interleukin (IL)-1β and tumor necrosis factor (TNF)-α (13). The heterogeneous myeloid cell population called myeloid-derived suppressor cells (MDSCs), mediate both adaptive and innate immune responses during inflammation. Two types of MDSCs, monocytic and granulocytic MDSCs (M-MDSCs and G-MDSCs) mediate T cell anergy, suppress T cell activation, induce inflammation, and inhibit the cytotoxicity of NK cells (14). Adipocytes secrete adipokines may trigger the function of MDSCs. Further, adipogenesis is promoted by the Akt signaling pathway in which Akt2 maintains AT (15) and the downstream mammalian target of rapamycin (mTOR) facilitates MDSCs functions (16). It has been shown that during the early stages of obesity, MDSCs accumulate in the peripheral tissues (17). However, the role of M-MDSCs in regulating immune functions during AT inflammation and whether there is cross-talk between adipocytes and M-MDSCs during obesity remains unclear to date. Thus, understanding the causal relationship between M-MDSCs and obesity-associated disorder will be critical for the therapeutic targeting of AT inflammation and obesity.

The murine CD33-related sialic acid-binding immunoglobulin-like lectins (siglecs) subfamily member siglec-E is primarily expressed in cells of myeloid origin, including macrophages, neutrophils, and dendritic cells (DCs) (18). Sialylation is a hallmark in immune regulation and functions as a key immunosuppressive checkpoint in various diseases, including allergies, autoimmune diseases, and neurodegeneration (19). The TNF receptor-associated factor 3 (TRAF3), a cytoplasmic adaptor protein and an important component of toll-like receptor (TLR) signaling, inhibits chronic inflammation and pathogenic infection in macrophages (20). Myeloid cell-specific TRAF3-deficient mice (M-TRAF3^-/-^) exhibit spontaneous chronic inflammation. TLR4 induces siglec-E expression in a MyD88-specific manner and siglec-E interacts with TLR4 to negatively regulate downstream TLR4 signaling (21, 22). TRAF3 is a well-known negative regulator of NF-κB-mediated proinflammatory signaling (23). TRAF3 activates signaling through myeloid differentiation factor 88 (MyD88) and TIR domain-containing adaptor inducing interferon-β, leading to the activation of interferon regulatory factor 3 (IRF3) (24). During obesity, TRAF3 switches into a pro-inflammatory phenotype that exacerbates metabolic dysfunction and insulin resistance (25). T-helper (Th) 2, and regulatory T (Treg) cells promote the activation of macrophages into a proinflammatory phenotype (26). However, it remains unclear whether TRAF3 and TLR4 signaling is associated with siglec-E that alters AT microenvironment to mediate obesity and AT inflammation.

Therefore, in this study, we will test a hypothesis of whether modulating siglec-E pathways can protect mice from AT inflammation during obesity. We will explore the role of siglec-E in HFD-induced obesity and related AT inflammation using siglec-E KO and WT C57BL/6 mice. Here we present the data identifying siglec-E as an essential regulator of M-MDSCs and CXCR3 expressing CD8^+^ T cells attendant functions through TRAF3 and Akt signaling in AT. These results may have implications for the physiology and pathophysiology associated with AT inflammation and metabolic diseases.

## Materials and methods

### Mice

Male WT C57BL/6 mice (aged 7 weeks) were purchased from the Jackson Laboratories (Bar Harbor, ME), and siglec-E knockout mice (siglec-E KO) were bred and verified in our laboratories at UTHSC (38). This study examined only male animals, as obesity is reported to be more prevalent in male mice as compared to females. All animals were maintained in the specific pathogen-free animal facility at UTHSC and housed at 20-22°C on a 12-hour light/dark cycle. After a week of acclimatization, animals were fed either a normal diet (ND) containing 10% calories as fat (cat no. D12450J, Research Diets, New Brunswick, NJ, USA) or a high-fat diet (HFD) containing 60% calories as fat (cat no. D12492, Research Diets, New Brunswick, NJ, USA **Tables 1**, **2**). Each diet was continued based on the experimental plan of 12 weeks. The body weight of each mouse and food consumption were monitored every week.

**Table 1:** Experimental models: organisms/strains and diets.

Reagent or resource	Source	Identifier
C57BL/6 mice (WT)	The Jackson Laboratory	Strain no. 000664
C57BL/6 mice (Siglec-E knockout)	Dr. Jianxiong Jiang’s Lab	N/A
Normal diet (ND), with 10% calories as fat	Research Diets	Cat. no. D12450J
High-fat diet (HFD), with 60% calories as fat	Research Diets	Cat. no. D12492

N/A, Not applicable.

**Table 2:** Chemicals, peptides, and recombinant proteins.

Reagent or resource	Source	Identifier
Red blood cell (RBC) lysis buffer, 1x	ThermoFisher Scientific	Cat. no. 00-4333-57
RIPA buffer	Alfa Aesar	Cat. no. J63306
Fetal bovine serum (FBS)	Genesee Scientific	Cat. no. 25-550H
Collagenase	Sigma-Aldrich	Cat. no. C6885
Roswell Park Memorial Institute (RPMI)- 1640 medium	Corning	Cat. no. 10-041-CV
Dulbecco’s modified Eagle medium (DMEM)	Corning	Cat. no. 10-013-CV
Ammonium-chloride-potassium (ACK) Lysing Buffer	ThermoFisher Scientific	Cat. no. A1049201
Paraformaldehyde, 4%	Alfa Aeser	Cat. no. J61899
BCA protein assay kit	ThermoFisher Scientific	Cat. no. 23225
Laemmli sample buffer, 4x	Bio-Rad	Cat. no. 1610747
2-β-mercaptoethanol	Alfa Aesar	Cat. no. A15890
Tris-buffered saline (TBS) containing 0.2% Tween 20	ThermoFisher Scientific	Cat. no. 28360
Polyvinylidene fluoride (PVDF) membranes	Bio-Rad	Cat. no. 1620174
Intercept blocking buffer	LI-COR Biosciences	Cat. no. 927-60001
Qiazol	Qiagen	Cat. no. 79306
Lipopolysaccharide	Sigma	Cat. No. L4391
Recombinant Mouse M-CSF	BioLegend	Cat. No. 576406
Recombinant Mouse IFN-γ	BioLegend	Cat. No. 575306
Penicillin-Streptomycin	Gibco	Cat. No. 15140-122

### Tissue isolation

At the end of each experiment, ND- or HFD-fed mice were euthanized using isoflurane followed by cervical dislocation. Spleens, mesenteric lymph nodes (MLNs), and epididymal white adipose tissue (eWAT) were isolated as we described previously, harvested, weighed, frozen in liquid nitrogen, and stored at -80°C until further processing. All the tissues were used for either biochemical or histological analyses.

### Metabolic parameters assessment

Blood glucose levels without fasting were examined at the endpoints of each study using a glucometer (Accu-Check Performa, Roche Diagnostics, Mannheim, Germany). The detailed methods are described in our previous publication (9).

### Single-cell suspension from spleens and MLNs

Spleens and MLNs from WT and siglec-E KO mice fed on ND or HFD were dissociated using a stomacher (Seward Stomacher^®^ 80) to produce single-cell suspensions. Red blood cells (RBCs) were eliminated by using an appropriate amount of RBC lysis buffer (cat. no. 00–4333–57, Invitrogen, Waltham, MA). The cells were collected by centrifugation (300 x g for 8 min), the supernatant was discarded, and the cell pellets were suspended in Roswell Park Memorial Institute (RPMI)−1640 medium (cat. no. 10–041-CV, Corning, NY) containing 10% fetal bovine serum (FBS; cat. no. 25–550 H, Genesee Scientific, San Diego, CA). Cell debris was removed using a 70μ filter and the cells were further processed for the subsequent experiments.

### Isolation of stromal vascular fraction cells from the AT

The e-WAT of WT and siglec-E KO mice fed on ND and HFD were minced, then chopped and digested with collagenase (1.5 mg/mL, Sigma-Aldrich, St. Louis, MO, USA; cat. no. C6885) in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% FBS during a 30-40 min incubation at 37°C with occasional shaking. Afterward, the cells were passed through a 100 μm cell strainer, centrifuged (800 x g for 8 min), and the resulting pelleted stromal vascular fractions (SVF) cells were collected. These SVF cells were resuspended in ammonium chloride-potassium (ACK) lysis buffer (cat. no. A1049201), incubated on ice for 4-5 min, collected by centrifugation (800 x g for 8 min), and the cell pellets were resuspended in RPMI with 10% FBS and processed for further analysis.

### Isolation and culture of BMDMs

To generate BMDMs, bone marrow flushed from mouse femurs and tibias were plated for 7 days in RPMI media (Cat. no. 10-041-CV, Corning, NY) supplemented with 1% sodium pyruvate, 1% HEPES, 10% heat-inactivated FBS (Cat. No. 25–550 H, Genesee Scientific, San Diego, CA) 1% penicillin/streptomycin (Cat. No. 15140-122, Gibco, MT, USA) 0.05 mm β-mercaptoethanol (Cat. No. A15890, Alfa Aesar, MA, USA). To obtain differentiated macrophages, 5 ng/ml of macrophage colony stimulating factor (M-CSF) (Cat. No. 576406, BioLegend, San Diego, CA) was added every 2 d for 6 d. BMDMs were stimulated with 10 ng/ml LPS (Cat. no. L4391, Millipore Sigma, St. Louis, MO) and 50 ng/ml IFNγ (Cat. No. 575306, BioLegend, San Diego, CA) to promote M1 polarization. Cells were rested in RPMI containing 10% FBS and 1% pen-strep for 24 hours before using in experiments.

### AT histology and hematoxylin & eosin staining

At the experimental endpoint, the e-WAT from WT and siglec-E KO mice fed on ND and HFD were fixed in 4% paraformaldehyde and paraffin-embedded. Tissue sections (4 μm thickness) were deparaffinized in xylene, rehydrated by decreasing alcohol gradation, and stained with hematoxylin and eosin (H&E). The sections were briefly stored in 95% ETOH, placed in xylene for clearing, and coverslips were added. Images of H&E-stained tissues were captured under an Olympus BX43 bright field microscope (Japan) with camera DP28 using a 10X or 20X objective.

### Quantification of H&E-stained AT sections

The identification of adipocytes and nuclei from H&E-stained sections was performed using an artificial intelligence (AI)-based workflow that consisted of training on the AI model (Apeer, www.apeer.com, Zeiss) and using the resulting model to quantify image data offline (Arivis Vision4D, Zeiss). Approximately 6-20 objects that included adipocytes, nuclei, and background were annotated on 12 representative images to establish ground truth for training the AI model. For the quantification of the images, the AI model was used to annotate each image for adipocytes, nuclei, and background and to generate statistics on object size (μm^2^) and the number of objects per field. All images were filtered to remove incomplete or poorly annotated objects near the edge of the field of view.

### Flow cytometry analysis

At the experimental endpoint, the spleens, MLNs, and eWAT from WT and siglec-E KO mice fed on ND or HFD were collected and SVF cell suspensions were made as described above. Pools of ~1 x 10^6^ single cells were pelleted and resuspended in 80μL of ice-cold flow cytometry staining buffer (FACS buffer, PBS containing 1% FBS). BMDMs are either pretreated with M-CSF in the presence or absence of LPS and IFNγ and kept overnight at 37°C. For extracellular marker staining, cell suspensions as well as BMDMs were incubated with specific surface antibodies (30 min at 4°C). Fluorescent-conjugated antibodies and compensation beads were obtained from Bio-Legend (San Diego, CA). The following antibodies were used for this study (**Table 3**): PE-conjugated anti-mouse/human CD11b Ab, clone M1/70, cat. no. 101208; Alexa Fluor^®^ 488-conjugated anti-mouse CD11c Ab, clone N418, cat. no. 117311; APC-conjugated anti-mouse CD3 Ab, clone 17A2, cat. no. 100236; APC-conjugated anti-mouse CD4 Ab, clone GK1.5, cat. no. 100412; FITC-conjugated anti-mouse CD8a Ab, clone 53-6.7, cat. no. 100706; PE-conjugated anti-mouse CD183 (CXCR3) Ab, clone CXCR3-173, cat. no. 126506; APC-conjugated anti-mouse Ly-6G/Ly-6C (Gr-1) Ab, RB6-8c5, cat. no. 108412; APC/Fire™ 750-conjugated anti-mouse Ly-6C Ab, clone HK1.4, cat. no. 128046; and PE-conjugated anti-mouse NK-1.1 Ab, clone PK136, cat. no. 108708; BV421-conjygated anti-mouse F4/80, clone BM8, Cat. no. 123137; PE-conjugated anti-mouse NOS2, clone W16030C, Cat. no. 696806.

**Table 3:** Antibodies for flow cytometry.

Reagent or Resource	Clone	Source	Identifier
PE anti-mouse/human CD11b Ab	M1/70	BioLegend	Cat. no. 101208
Alexa Fluor^®^ 488 anti-mouse CD11c Ab	N418	BioLegend	Cat. no. 117311
APC anti-mouse CD3 Ab	17A2	BioLegend	Cat. no. 100236
APC anti-mouse CD4 Ab	GK1.5	BioLegend	Cat. no. 100412
FITC anti-mouse CD8a Ab	53-6.7	BioLegend	Cat. no. 100706
PE anti-mouse CD183 (CXCR3) Ab	CXCR3-173	BioLegend	Cat. no. 126506
APC anti-mouse Ly-6G/Ly-6C (Gr-1) Ab	RB6-8c5	BioLegend	Cat. no. 108412
APC/Fire™ 750 anti-mouse Ly-6C Ab	HK1.4	BioLegend	Cat. no. 128046
PE anti-mouse NK1.1 Ab	PK136	BioLegend	Cat. no. 108708
Brilliant Violet 421 anti-mouse F4/80	BM8	BioLegend	Cat. no. 123137
PE anti-mouse NOS2	W16030C	BioLegend	Cat. no. 696806

### Fluorescence-activated cell sorting

Isolated AT SVF were stained with anti-CD11b (BioLegend, San Diego, CA) and anti-Gr-1 (BioLegend, San Diego, CA) antibodies for MDSCs, and using flow cytometry. After identifying the MDSCs phenotype, M-MDSCs (CD11b^+^Gr-1^+^Ly6c^hi^Ly6g^lo^) were sorted (98% pure) using the FACSAriaTM cell-sorter system (BD-PharMingen, CA).

### Multiplex assays

After euthanization, mice were subjected to cardiac puncture for collection of blood, which was then allowed to clot for 30 min at room temperature before centrifugation for 10 min and collection of serum. The serum was stored at −80°C until further analysis. Measurement of inflammation-associated biomarkers was performed using a Milliplex MAP Mouse Cytokine/Chemokine Magnetic Bead Panel Premixed 25 Plex Immunology Multiplex Assay kit (Cat. no. MCYTOMAG-70K-PMX, Millipore Sigma). We analyzed the serum samples for the following targets: granulocyte macrophage colony-stimulating factor (GM-CSF), MCP1, IL-12, IL-5, IL-2, IL-13, IL-1β and IL-17. Briefly, each well of the assay plate was wetted with buffer and 25 μl beads were added to each. In blank wells, we added 25 μl of assay buffer, while in sample wells serum sample was added, and the plate was shaken in the dark at 4°C overnight. The next day, each well was washed twice with buffer, a 25 μl detection antibody was added to each well, and the plate was shaken in the dark at RT for 1 hr. Then 25 µl streptavidin-phycoerythrin (PE) was added to each well, the plate was shaken in the dark at RT for 15 min, and then the amplification buffer was added to the wells. After that plate was incubated as above for an additional 15 min and then streptavidin PE/amplification buffer was removed, beads were resuspended in 150 µl assay buffer and analyzed using a Luminex™ System (Austin, TX) and software from Bio-Rad (Hercules, CA). The results were expressed as mean fluorescence intensity (MFI).

### Immunoblotting

At the experimental endpoint, the eWAT from WT and siglec-E KO mice fed on ND or HFD was collected and quickly frozen in liquid nitrogen before further processing. Tissue lysates were prepared using RIPA buffer (Cat. no. J63306, Alfa Aesar, Haverhill, MA) with protease and phosphatase inhibitors. The resulting lysates were subjected to centrifugation (16000 x g for 20 min) to remove cell debris, the supernatant was collected and the protein concentration in each lysate was measured using a BCA protein assay kit (Cat. no. 23225, Thermo Fisher Scientific, Waltham, MA). An equal amount of protein in each lysate was mixed with 4X Laemmli sample buffer (Cat. no. 1610747, Bio-Rad, Hercules, CA) containing fresh 2-β-mercaptoethanol (Cat. no. A15890, Alfa Aesar, Haverhill, MA), and heated at 95°C for 5 min. The protein samples were subsequently separated on a 10% sodium dodecyl sulfate (SDS)-polyacrylamide gel (Bio-Rad, Hercules, CA). After electrophoresis, proteins were transferred to polyvinylidene fluoride (PVDF) membranes (Cat. no. 1620174, Bio-Rad, Hercules, CA) by using a Trans-Blot Turbo instrument (Bio-Rad, Hercules, CA). Membranes were blocked with intercept blocking buffer (cat. no. 927-60001, LI-COR Biosciences, Lincoln, NE) at room temperature for 1-2h and incubated with antibodies specific for TRAF3 (monoclonal Ab, cat. no. 66310-1-Ig, Proteintech), Akt2 (clone 8B7, cat. no. SC-81436, Santa Cruz Biotechnology), or Akt1/2/3 (clone BDI111, cat. no. SC-56878, Santa Cruz Biotechnology) overnight at 4°C with continuous shaking (**Table 4**). Later, the membranes were washed three times (5-10 min. each) with TBS containing 0.2% Tween 20 (cat. no. 28360, Thermo Fisher Scientific, Waltham, MA). The membranes were then incubated at RT for 1 hr with the appropriate secondary antibodies (1:5,000), namely IRDye^®^ 800C W-labeled goat anti-mouse IgG (cat. no. 926-32210, LI-COR Biosciences, Lincoln, NE), IRDye^®^ 680RD-labeled goat anti-mouse IgG (cat. no. 925-68070, LI-COR Biosciences), or goat anti-rabbit IgG (cat. no. 926–32211, LI-COR Biosciences), then washed three times (5-10 min. each) with TBS containing 0.2% Tween 20 (cat. no. 28360, Thermo Scientific Fisher, Waltham, MA). Images were taken with an LI-COR Odyssey^®^ DLX imaging system (LI-COR Biosciences, Lincoln, NE) and densitometric analyses were performed using ImageJ software (NIH).

**Table 4:** Antibodies for immunoblotting.

Reagent or resource	Source	Identifier
TRAF3 monoclonal Ab	Proteintech	Cat. no. 66310-1-Ig
NF-kB (P65) (F-6)	Santa Cruz Biotechnology	Cat. no. SC-8008
MyD88 (E-11)	Santa Cruz Biotechnology	Cat. no. SC-74532
TLR4 (25)	Santa Cruz Biotechnology	Cat. no. SC- 293072
β-Actin rabbit monoclonal Ab	LI-COR Biosciences	Cat. no. 926-42210
β-Actin mouse monoclonal Ab	LI-COR Biosciences	Cat. no. 926-42212
Akt2 Ab (8B7)	Santa Cruz Biotechnology	Cat. no. SC-81436
Akt1/2/3 Ab (BDI111)	Santa Cruz Biotechnology	Cat. no. SC-56878
IRDye^®^ 800CW-conj goat anti-mouse IgG	LI-COR Biosciences	Cat. no. 926-32210
IRDye^®^ 680RD-conj goat anti-mouse IgG	LI-COR Biosciences	Cat. no. 925-68070
Goat anti-rabbit IgG	LI-COR Biosciences	Cat. no. 926–32211

### RNA isolation and RT-qPCR analysis

Total RNA was isolated from the AT of WT and siglec-E KO mice fed on ND or HFD and using Qiazol (QIAGEN, Germantown, MD) following the manufacturer protocol. In addition, total RNA from the purified isolated M-MDSC was isolated by RNeasy Mini Kit (QIAGEN, Germantown, MD) following the manufacturer protocol. The concentration and purity of the total RNA were determined using a Nanodrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA). Total RNA (1μg) was transcribed into first strand cDNA using an iScript cDNA synthesis kit (Bio-Rad, Hercules, CA) according to the manufacturer’s procedure. Expression of siglec-E and GAPDH mRNAs were measured by quantitative PCR (qPCR) using the appropriate primers with an iTaq Universal SYBR Green Supermix (Bio-Rad, Hercules, CA) on a CFX96 Touch™ Real-Time PCR detection system (Bio-Rad, Hercules, CA). GAPDH (QIAGEN, Germantown, MD) was used as a reference gene. The primers used in the experiment are listed in **Table 5**.

**Table 5:** List of primer sequences used for RT-qPCR.

Gene	Sequence (5’ to 3’)	Source
Siglec-E	F: GTGTCCACAAGAATGACCATCCG	IDT
	R: TGAGCCATTCTTCAGGATTGTGG	
Arg1	F: CATTGGCTTGCGAGACGTAGAC	
	R: GCTGAAGGTCTCTTCCATCACC	
KLF4	F: CTATGCAGGCTGTGGCAAAACC	
	R: TTGCGGTAGTGCCTGGTCAGTT	
IFN-γ	F: GACCTAGAGAAGACACATCAG	
	R: AACAGCCATGAGGAAGAG	
CD11c	F: TGCCAGGATGACCTTAGTGTCG	
	R: CAGAGTGACTGTGGTTCCGTAG	
NF-κB	F: GAAGACACGAGGCTACAA	
	R: GGAAGGCATTGTTCAGTATC	
STAT3	F: AGGAGTCTAACAACGGCAGCCT	
	R: GTGGTACACCTCAGTCTCGAAG	
C/EBPα	F: CAGGAGGAAGATACAGGAAG	
	R: AGGACACAGACTCAAATCC	
FASN	F: CACAGTGCTCAAAGGACATGCC	
	R: CACCAGGTGTAGTGCCTTCCTC	
PPARγ	F: CCAAAGTGCGATCAAAGTAG	
	R: CCATGAGGGAGTTAGAAGG	
Resistin	F: GGGAATTGTGTGGGAAATG	
	R: GAGAGTCTCAAAGAGGAAGG	
GAPDH	F: GAAGCCCATCACCATCTT	
	R: CAGTAGACTCCACGACATAC	

Primers were purchased from IDT, Coralville, IA, USA.

Arg1, Arginase 1; KLF4, Kruppel-like factor 4; IFN-γ, Interferon-gamma; Gapdh, Glyceraldehyde-3-phosphate dehydrogenase; NF-kB, nuclear factor kappa-light-chain-enhancer of B cells; Stat, Signal transducer and activator of transcription; FASN, fatty acid synthase; PPARγ; Peroxisome proliferator-activated receptor gamma.

### RNA-seq analysis

eWAT was collected from the ND and HFD-fed mice and SVF cells were isolated as described earlier. Immune cells were isolated from SVF of both ND and HFD-fed mice using CD45 Microbeads (Cat. No. 130-052-301, Miltenyi Biotec, Bergisch Gladbach, Germany). Qiazol (QIAGEN, Germantown, MD) extraction of total RNA was performed according to the manufacturer’s instructions. The concentration and purity of the RNA were determined using a Nanodrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA). Samples were shipped to Cincinnati Children’s Hospital core facility for further RNA-seq analysis. RNA libraries for RNA-seq were prepared using Illumina stranded mRNA Library Prep Kit following the manufacturer’s protocols. Sequence reads were trimmed using Trim Galore! v0.4.2 and cutadapt v1.9.1. The trimmed reads were aligned to the reference mouse genome version mm10 using STAR v2.6.1e. Aligned reads were stripped of duplicate reads with the program Sambamba v0.6.8. Read counting was done with the program featureCounts v1.6.2 from the Rsubread package. Raw counts were normalized as transcripts per million (TPM). The Raw data is submitted to Gene Expression Omnibus (GEO) accession number (GSE244406).

### Statistical analysis

All statistical analysis was performed using GraphPad Prism software (version 9.0; GraphPad Software Inc. **Table 6**). Data are expressed as the mean values ± standard error of the mean (SEM) for all experiments. Statistical significance was calculated in comparison to control groups and determined by one-way ANOVA or Student’s T-test depending on the experimental groups. A p-value of 0.05 was considered the level of significance in all analyses (ns [not significant] p > 0.05, * p < 0.05, ** p < 0.01, *** p < 0.001). Graphical representations were generated using GraphPad Prism software (GraphPad Software, Boston, MA).

**Table 6:** Software and websites.

Reagent or resource	Source	Identifier
Apeer software (www.apeer.com)	Zeiss	N/A
Arivis Pro (Vision4D) software	Zeiss	N/A
LI-COR Odyssey^®^ DLX imaging system	LI-COR Biosciences	N/A
ImageJ software	NIH	N/A
GraphPad Prism software (version 9.0)	GraphPad Software Inc.	N/A
Adobe Illustrator software (version 27.5)	Adobe Inc.	N/A

N/A, Not applicable.

## Results

### Siglec-E alters during HFD-induced AT inflammation

We performed RNA-seq analysis using CD45^+^ cells isolated from the eWAT of mice fed HFD or normal fat diet (ND) for 12 weeks to determine the alterations in gene expression. 

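The eWAT is the epididymal white adipose tissue, the fat pad next to the epididymis, and CD45 is a surface protein of immune cells, so the CD45 microbeads enrich immune cells from the stromal vascular fraction of the fat. Sequenced were 2 samples of CD45+ cells from WT mice fed ND (10% of calories from fat) and 2 from WT mice fed HFD (60% of calories from fat), each for 12 weeks from 8 weeks of age. The paper's text does not state how many mice each library was made from, and the legend of Figure 1 gives a number of mice per group for its panels as a whole. The authors trimmed the reads, aligned them to the mm10 genome, removed duplicate reads, counted the rest per gene and deposited them as TPM, printed to 1 decimal. TPM divides each count by the gene's length and scales every sample to the same total, so the values hold relative and not absolute amounts of RNA. The sequencing depth is not given with TPM, but the values of short microRNA genes, multiplied by their length, fell on whole multiples of a smallest step. That step, the TPM of 1 read on a gene of 1 kb, was 0.0702 in ND replicate 1, 0.0606 in ND replicate 2, 0.0619 in HFD replicate 1 and 0.0711 in HFD replicate 2. With exon lengths from the GENCODE vM21 annotation for 26762 of the genes, the steps correspond to approximately 37600000 and 44500000 counted reads in the ND replicates and 46900000 and 41100000 in the HFD replicates. The annotation the authors used is not stated, so these totals are approximate. The ND replicates differed by 1.67 times the counting error of their reads and the HFD replicates by 3.51 times, over 9247 and 8959 genes, and each library was kept as 1 sample. The values were compared on the log2(TPM + 1) scale with limma, with a variance trend, over the 16849 genes with a TPM of at least 1 in at least 2 of the 4 samples. The added 1 makes the log2 fold changes of genes with low TPM smaller than the ratio of their values. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 1.5-fold, the lines drawn in Figure 1B, were taken as differentially expressed genes (DEGs).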

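Of the 16849 genes tested in the CD45+ cells, 4602 had an adjusted p-value under 0.05 in limma, and 3097 of these also changed by at least 1.5-fold between HFD and ND. Among the 3097 DEGs, 1361 were higher and 1736 were lower in HFD. With a change of at least 2-fold in place of 1.5-fold, 1602 DEGs were left, of which 705 were higher and 897 lower in HFD. The log2 fold changes of the DEGs ran from -6.01 to 6.12.

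**Figure D1:**
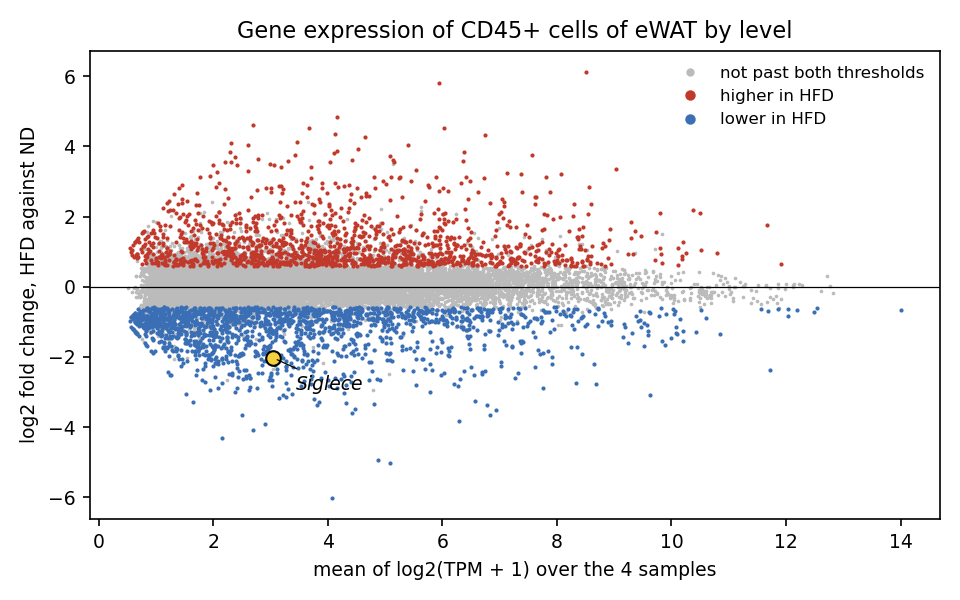
Log2 fold change of HFD against ND (vertical axis) by the mean of log2(TPM + 1) over the 4 samples (horizontal axis), 1 point per gene for the 16849 genes tested. The 1361 DEGs higher in HFD are red, the 1736 lower in HFD are blue, genes not past both thresholds are grey, and the circled point is Siglece at -2.03.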

We noticed more than 1,000 genes whose expression was differentially regulated by HFD-induced obesity (**Figures 1A**; **Supplementary Figures S1A, S1B**). 

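Siglece, the gene of siglec-E, lies on the minus strand of chromosome 7 of mm10 from 43651070 to 43660161 in GENCODE vM21, in 7 exon blocks of 1849 bases together. A longer RefSeq model, from 43648882 to 43672044, reaches the ends of the neighboring genes Ceacam18 and Ctu1. Ceacam18 was at most 0.3 TPM in each sample, and Ctu1 did not fall with HFD (log2 fold change 0.35, adjusted p = 0.0959 in limma). Siglece had 14.8 and 16.7 TPM in the ND samples and 3.3 and 2.9 TPM in the HFD samples. These values correspond to approximately 390 and 510 reads in ND and 98.6 and 75.4 reads in HFD. The mean was 15.8 ± 1.34 TPM in ND and 3.10 ± 0.283 TPM in HFD (SD, n = 2 each). The log2 fold change of Siglece on the log2(TPM + 1) scale was -2.03 (standard error 0.11, adjusted p = 0.00613 from limma with Benjamini-Hochberg adjustment), far larger than the spread within either diet, an SD of 0.11. An exact two-sided permutation test of these 4 values gave p = 0.333, the smallest p that 2 samples against 2 allow. With 1 sample left out in turn, the log2 fold change of Siglece stayed between -2.11 and -1.95. The setting that moved it most was a pseudocount of 5 in place of 1, which gave -1.36. All 8 genes of the marker list of resident macrophages were lower in HFD as well, and bulk RNA does not separate expression per cell from the mix of cells. By log2 fold change, Siglece ranked 187 among the 1736 DEGs lower in HFD. Other members of the Siglec family also fell in HFD, with log2 fold changes of -2.52 for Siglech, which the long noncoding RNA gene Gm39015 overlaps, -1.87 for Siglecg and -1.73 for Cd33, each a DEG. Siglecf (-0.66, adjusted p = 0.0636), Mag (-0.49, adjusted p = 0.125) and Siglec1 (-0.08, adjusted p = 0.624) did not reach the thresholds in limma, although Siglecf did after median-ratio scaling or quantile normalization. Without HFD replicate 2, the log2 fold change of Siglec1 was 0.03 and that of Mag was -0.31, and without HFD replicate 1 that of Siglec1 was -0.18. Without ND replicate 1 or 2, Siglec1 was at -0.14 and -0.019. Cd22 was higher in HFD (0.73), and Siglec15 rose from 0.2 and 0.1 TPM in ND to 9.8 and 8.4 TPM in HFD. Of the 9 family members, 6 were DEGs over all genes tested and 7 when adjusted over the list alone.

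**Figure D2:**
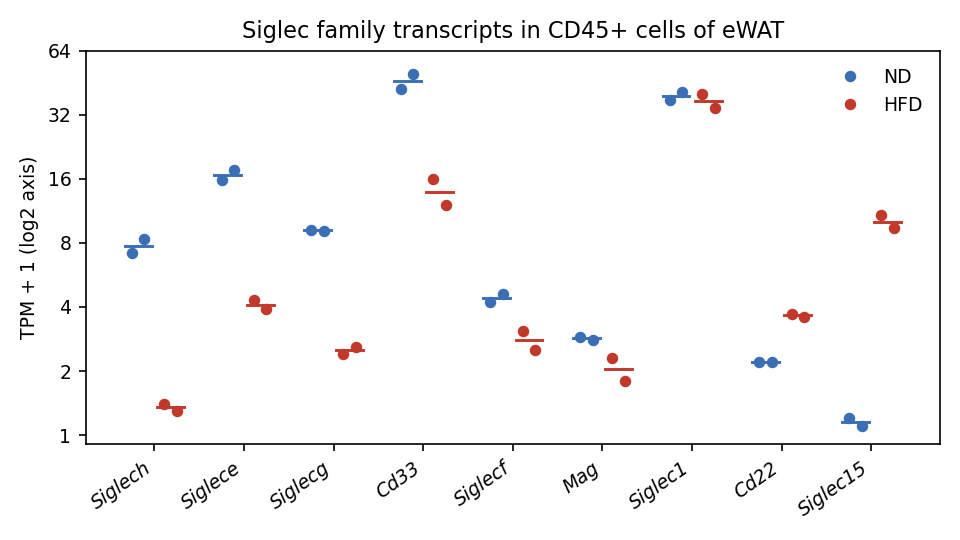
TPM + 1 (log2 axis) of the 9 Siglec family genes, ordered by log2 fold change. Each point is 1 sample, blue for ND and red for HFD, and the bars are the means of log2(TPM + 1) of the 2 samples. Siglece lies at 14.8 and 16.7 TPM in ND and at 3.3 and 2.9 TPM in HFD.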

One of the major genes downregulated in mice fed HFD as compared to ND was siglec-E (**Figure 1B**). We validated this result using RT-qPCR analysis (**Figure 1C**). We designed our study to determine the effect of a decline in siglec-E expression in AT during HFD using WT and siglec-E KO mice (**Supplementary Figure S1C**). HFD increased the body weight of both WT and siglec-E KO mice compared to those fed ND (**Figures 1D**; **Supplementary Figure S1D**). Although WT HFD and siglec-E KO mice gain almost similar body weight, the food intake of the siglec-E KO mice was significantly lower than the WT mice (**Figures 1D, E**). The blood glucose levels of the HFD-fed siglec-E KO and WT mice were increased as compared to ND-fed WT and siglec-E KO mice (**Figure 1F**).

**Figure 1:**
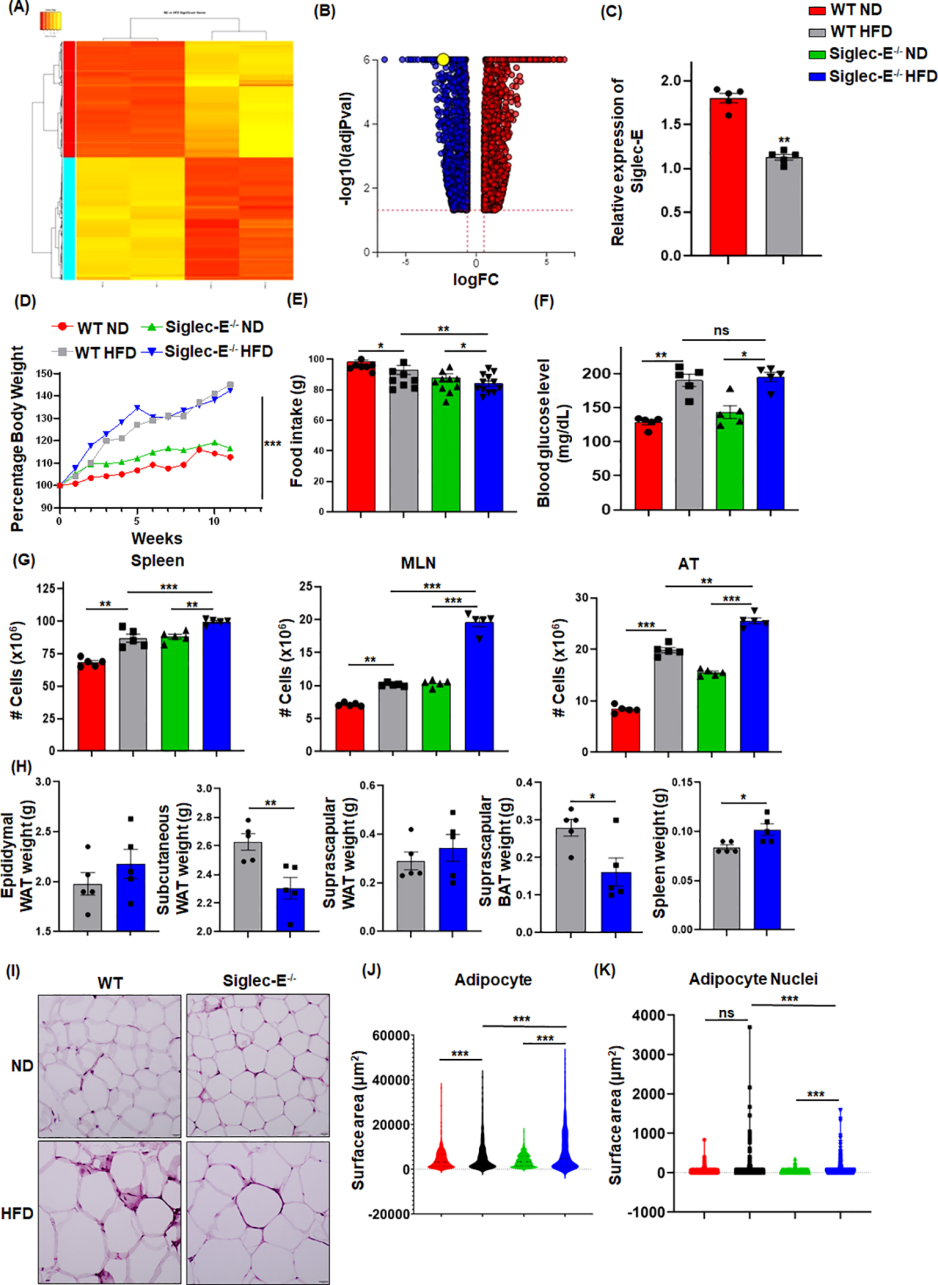
HFD-induced obesity downregulates Siglec-E in AT. **(A)** Heatmap of differentially expressed genes (DEGs) in ND and HFD-fed mice after 12 weeks of feeding. **(B)** Volcano plots of all DEGs, with siglec-E expression highlighted in yellow circle. **(C)** Relative expression of siglec-E in ND and HFD-fed WT animals after 12 weeks of feeding. **(D)** Comparison of percentages of body weight changes between WT and siglec-E KO mice during ND and HFD induction. **(E)** Food consumption of ND and HFD-fed WT and siglec-E KO mice after 12 weeks of feeding. **(F)** Blood glucose levels in ND and HFD-fed WT and siglec-E KO mice. **(G)** A total number of cell populations in the spleen, mesenteric lymph nodes (MLNs), and AT of ND and HFD-fed WT and siglec-E KO mice. **(H)** Total weight of epididymal white adipose tissue (eWAT), subcutaneous WAT, suprascapular WAT, suprascapular brown AT (BAT), and spleen of 12-week HFD-fed WT and siglec-E KO mice. **(I)** Representative pictures for H&E-stained epididymal AT sections collected from ND and HFD-fed WT and siglec-E KO mice. **(J, K)** Quantitative analyses of the H&E images. Data are expressed as mean ± SEM; from three independent experiments (n=5 mice per group). Statistical significance was calculated using either one-way ANOVA or Student’s t-test (ns, not significant; * p<0.05, ** p<0.01, *** p<0.001).

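The heatmap and the volcano plot rest on the 2 ND and 2 HFD libraries. Among the DEGs with both HFD values on one side of both ND values, the 5 largest increases were in Gpnmb, Ctsk, Igf2bp2, Mmp3 and Atp6v0d2. Gpnmb rose from 42.8 ± 1.77 TPM in ND to 3034 ± 164 TPM in HFD (SD, n = 2 each), a log2 fold change of 6.12 (standard error 0.06, adjusted p = 0.00378 in limma). This adjusted p-value was the smallest reached by any gene tested, and several genes share it. The log2 fold changes were 5.80 for Ctsk, 4.85 for Igf2bp2, 4.62 for Mmp3 and 4.53 for Atp6v0d2. Mmp3 differed between the HFD samples, with 15.9 TPM in replicate 1 and 59.1 TPM in replicate 2, and its log2 fold change was 5.54 without HFD replicate 1 and 3.70 without HFD replicate 2. The marker list of fibroblasts, which does not hold Mmp3, was also higher in HFD replicate 2, with a median log2 ratio of 1.03. Whether Mmp3 came from immune cells or from fibroblasts in the CD45+ fraction was not tested. The 5 largest decreases were in Mucl1, Mmp9, Pla2g2d, Mir7094-2 and Cfd. Mucl1 fell from 134 ± 12.7 TPM in ND to 1.10 ± 0.283 TPM in HFD (SD, n = 2 each), a log2 fold change of -6.01 (standard error 0.14, adjusted p = 0.00378 in limma). The log2 fold changes were -5.01 for Mmp9, -4.94 for Pla2g2d and -4.07 for Cfd. Pla2g2d had 7.6 TPM in HFD replicate 1 and 2.3 TPM in HFD replicate 2, and its log2 fold change was -5.63 without the first of these and -4.25 without the second. A long noncoding RNA gene, Gm32871, overlaps Pla2g2d, and the use of strand in counting is not stated. Cfd is also a gene of adipocytes, whose transcripts were present in the CD45+ fraction. Mir7094-2, a microRNA gene of 60 bases within the immunoglobulin heavy chain locus on chromosome 12, was listed at 17.5 and 20.2 TPM in ND and at 0 in both HFD samples. From the decline of siglec-E, the paper goes on to compare WT and siglec-E KO mice on both diets.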

Next, we observed that HFD-fed siglec-E KO mice exhibited significantly increased cellularity in the spleen, mesenteric lymph nodes (MLNs), and AT as compared to similarly fed WT counterparts (**Figure 1G**). In addition, the deletion of siglec-E slightly increased the eWAT and suprascapular WAT weight (**Figure 1H**), while suprascapular brown AT and spleen weight is significantly decreased in siglec-E KO mice fed with an HFD (**Figure 1H**). AT histology with hematoxylin and eosin (H&E) staining shows that HFD-fed WT and siglec-E KO mice exhibited enhanced obesity-related characteristics, including the enlargement of adipocyte surface area and larger lipid droplets relative to the corresponding ND-fed mice (**Figure 1I**). When the surface area of the adipocytes and their nuclei were quantified using an artificial intelligence (AI)-based workflow, we observed a significant increase in the adipocyte surface area from the HFD-fed mice, relative to that in the ND-fed mice (**Figures 1J, K**; **Supplementary Figures S1E, S1F**). Interestingly, nuclei staining was comparatively much higher in the AT of HFD-fed siglec-E KO mice than in the HFD-fed WT mice (**Figures 1J, K**; **Supplementary Figures S1E, S1F**). Taken together, all these data suggest that the levels of metabolic markers expressed in siglec-E KO mice were more likely to be influenced by HFD-induced AT inflammation as compared to WT mice.

### Siglec-E deletion alters AT macrophages and dendritic cells during obesity

It has been shown that during obese conditions, AT is infiltrated by pro-inflammatory macrophages (M1) that maintain AT inflammation during obesity (27, 28). DCs are also crucial to bridge innate and adaptive immunity and facilitate the recruitment of macrophages during obesity (29). We investigated whether the absence of siglec-E altered the percentage and numbers of macrophages and DCs during HFD diet-induced AT inflammation. The macrophages in the spleen and MLNs of WT and siglec-E KO mice were not altered by HFD as compared to ND (**Figures 2A, B** lower right quadrants, **Supplementary Figures S2A, S2B**). However, the AT macrophage was higher in HFD compared to ND in both groups (**Figure 2C**, lower right quadrants and **Figure 2D**). Interestingly, the difference in the number of macrophages was significantly higher in siglec-E KO mice fed HFD as compared to ND (19.1% vs 4.76%) (**Figure 2D**). Next, we examined the percentage of DCs in the spleens, MLNs, and AT of both WT and siglec-E KO mice after HFD feeding. The percentage of DCs in the spleen and MLNs of HFD-fed WT and siglec-E KO mice were not altered compared to ND-fed mice (**Figure 2A**, upper right quadrants, **Supplementary Figures S2C, S2D**). However, HFD-fed WT and siglec-E KO mice exhibited a significant increase in DCs frequency in AT (**Figure 2C**, upper right quadrants, and **Figure 2E**). However, a slight decrease was observed in the number of DCs in spleens and MLNs (**Figures 2F, G**). In contrast, the number of DCs in AT was significantly decreased in HFD-fed siglec-E KO mice relative to those in HFD-fed WT mice (**Figure 2H**). Taken together, these data suggest that the absence of siglec-E contributes to enhancing the infiltration of macrophages and alters DCs. However, more detailed studies are required for a conclusion on the reduction of DCs in AT to a greater extent in siglec-E KO mice fed on HFD as compared to WT mice.

**Figure 2:**
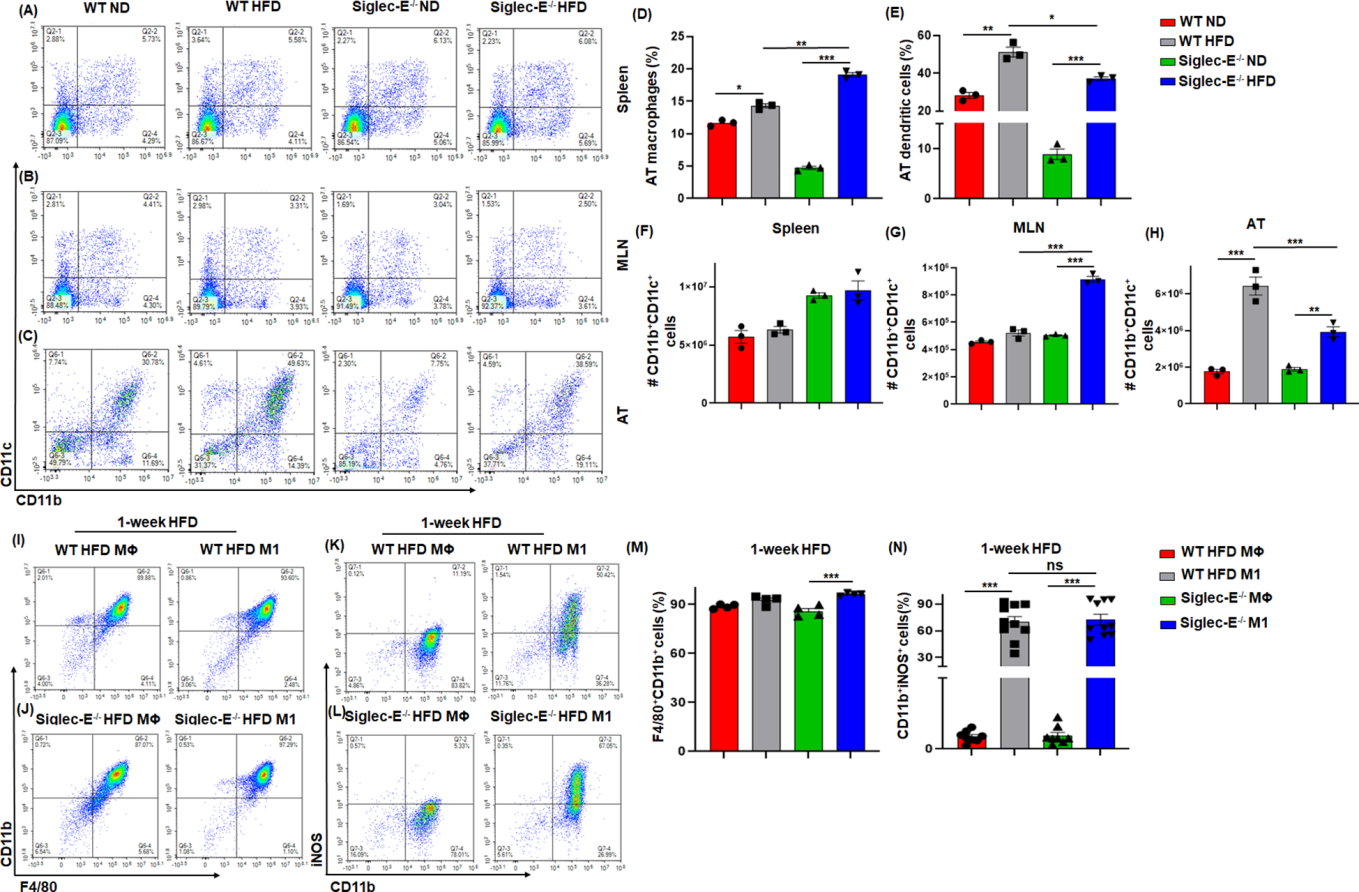
Siglec-E deletion increases the frequency of macrophages and dendritic cells (DCs) in AT. Representative flow cytometry plots of the macrophages (CD11b^+^, lower right quadrant) and DCs (CD11b^+^CD11c^+^, upper right quadrant) in the **(A)** spleen, **(B)** MLNs, and **(C)** AT of the ND and HFD-fed WT and siglec-E KO animals. The changes of the percentages of the macrophages **(D)**, and DCs **(E)** in ND and HFD-fed WT and siglec-E KO animals. **(F)** The total number of DCs in Spleen, **(G)** MLNs, and **(H)** AT in ND and HFD-fed WT and siglec-E KO animals. Representative flow cytometry plots of the **(I, J)** F4/80^+^CD11b^+^ and **(K, L)** CD11b^+^iNOS^+^ cell population from bone marrow-derived macrophages (BMDMs) polarized *ex vivo* to M1 macrophage phenotypes after 1-week HFD-fed WT and siglec-E KO mice. The changes of the percentages of the **(M)** F4/80^+^CD11b^+^ and **(N)** CD11b^+^iNOS^+^ cell population in MΦ and M1 macrophage after 1-week HFD-fed WT and siglec-E KO mice. Data are expressed as mean ± SEM; from three independent experiments (n=5 mice per group). Statistical significance was calculated using one-way ANOVA (ns, not significant; * p<0.05, ** p<0.01, *** p<0.001).

### Siglec-E polarizes bone marrow-derived macrophages toward M1 phenotypes

Next, we used bone marrow-derived macrophages (BMDMs) from both WT and siglec-E KO mice after 1 week of HFD feeding to characterize the macrophage phenotypes. The BMDMs were either pretreated with M-CSF in RPMI media (control differentiated macrophage (MΦ) or with M-CSF along with LPS and IFNγ to differentiate into (M1) phenotype. We notice a very slight difference between MΦ and M1 macrophages in both WT and siglec-E KO mice (**Figures 2I, J, M**) after 1 week of HFD feeding. However, the percentages of iNOS expressing M1 were significantly increased compared to MΦ macrophages after 1 week of HFD feeding (**Figures 2K, L, N**). Further, the percentages of differentiated M1 were significantly increased in siglec-E KO mice as compared to WT counterparts after 1 week of HFD feeding (**Figure 2N**). These data suggest that deletion of siglec-E induces the M1 inflammatory macrophage after HFD feeding, thus supporting AT inflammation after HFD induction.

### Siglec-E deficiency induces M-MDSCs in AT during obesity

The two forms of CD11b^+^Gr-1^+^ MDSCs (monocytic M-MDSCs and granulocytic G-MDSCs) have been functionally characterized in the peripheral tissue (17), the role of MDSCs in AT inflammation has not yet been studied in detail. In this study, we observed that in both WT and siglec-E KO mice, the accumulation of MDSCs in the spleen was slightly increased in the HFD-fed mice (**Figure 3A**, upper right quadrants, and **Supplementary Figure S3A**). In the MLNs, the percentage of MDSCs was significantly decreased in HFD-fed mice as compared with ND-fed mice, but this decrease was not statistically significant when comparing HFD-fed WT and siglec-E KO mice (**Figure 3B**, upper right quadrants and **Supplementary Figure S3B**). However, the percentage of MDSCs was significantly increased in the AT of HFD-fed WT and siglec-E KO mice relative to their ND-fed counterparts (**Figure 3D**). Interestingly, HFD-fed siglec-E KO mice exhibited greater numbers of MDSCs than HFD-fed WT mice (**Figure 3D**).

**Figure 3:**
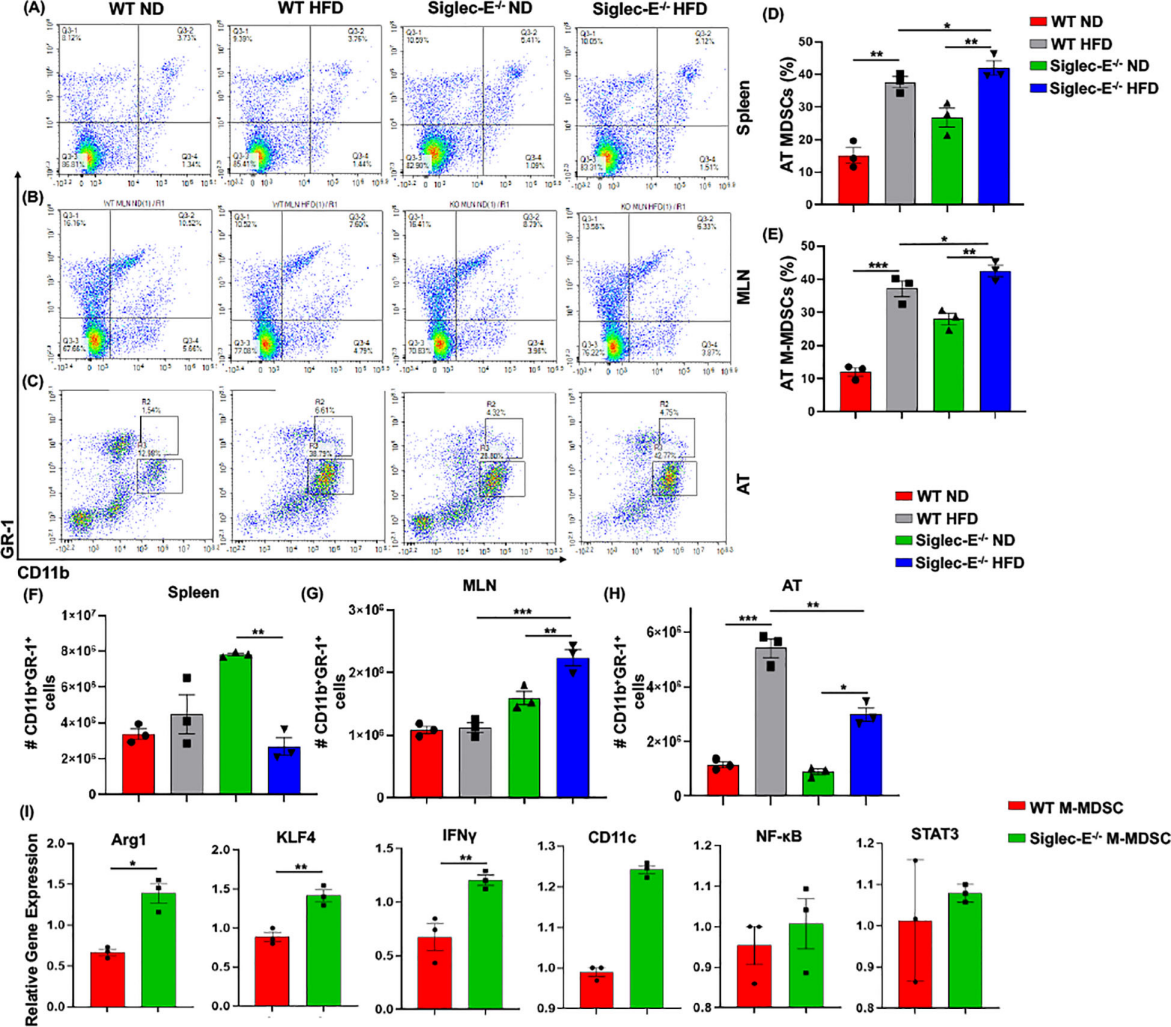
Siglec-E deletion induces M-MDSCs in AT during obesity. Representative flow cytometry plots for the MDSCs (CD11b^+^Gr-1^+^, upper right quadrant) in the **(A)** spleen, **(B)** MLNs of the ND and HFD-fed WT and siglec-E KO animals. Representative flow cytometry plots for the M-MDSCs (CD11b^+^-Gr-1^+^-Ly6G^lo^-Ly6c^hi^) and G-MDSCs (CD11b^+^-Gr-1^+^-Ly6G^hi^-Ly6c^lo^) in the AT **(C)** of the ND and HFD-fed WT and siglec-E KO mice. **(D, E)** The changes in the percentages of MDSCs and M-MDSCs in ND and HFD-fed WT and siglec-E KO mice. **(F)** The total number of MDSCs in Spleen, **(G)** MLN, and **(H)** AT in ND and HFD-fed WT and siglec-E KO animals. **(I)** Relative gene expression of Arg1, KLF4, IFNγ, CD11c, NF-κB, and STAT3 from AT-isolated purified M-MDSCs (98% pure) from the HFD-fed WT and siglec-E KO mice. Data are expressed as mean ± SEM; from three independent experiments (n = 5 mice per group). Statistical significance was calculated using either one-way ANOVA or Student’s T-test (* p<0.05, ** p<0.01, *** p<0.001).

Next, we investigated the percentage and numbers of M-MDSCs (CD11b^+^Gr-1^+^Ly6G^lo^Ly6c^hi^) and G-MDSCs (CD11b^+^Gr-1^+^Ly6G^hi^Ly6c^lo^) in the spleen, MLNs, and AT. The percentage of M-MDSCs was significantly higher in the siglec-E KO mice fed with HFD relative to that in similarly fed WT mice (**Figure 3C**, upper gated quadrants, and **Figure 3E**). When we examined the relative numbers of MSDCs in the spleen, we did not observe any notable change in WT mice fed HFD versus ND (**Figure 3F**). In MLNs, the number of MDSCs was significantly changed after HFD feeding, but for both WT and siglec-E KO mice was comparatively lower in HFD-fed mice than in ND-fed mice (**Figure 3G**). In WT mice, the infiltration of MDSCs into the AT was significantly higher in HFD-fed mice than in ND-fed animals, while in siglec-E KO mice, we observed only a slight increase in MDSC numbers in the AT in HFD-fed mice than in ND-fed KO mice (**Figure 3H**). Interestingly, despite the reduced infiltration of MDSCs in HFD-fed siglec-E KO mice relative to that in HFD-fed WT mice (**Figure 3H**), we observed an increased percentage of MDSCs in the HFD-fed siglec-E KO mice than in their WT counterparts (**Figure 3D**). These results suggest that in the absence of siglec-E, the inflammatory responses are exacerbated by an increased percentage of M-MDSCs in the AT during HFD-induced AT inflammation.

Next, we determine the functions of M-MDSCs in siglec-E KO mice after HFD-induced obesity. We isolated and purified (98% pure by FACS AriaII cell sorter) M-MDSCs (CD11b^+^Gr-1^+^Ly6c^hi^Ly6g^lo^) from the stromal vascular fraction (SVF) of AT from HFD-fed WT and siglec-E KO mice. The RT-PCR analysis revealed that HFD-induction significantly increased the expression of Arg1, KLF4, and IFNγ expression in the M-MDSCs isolated from the HFD-fed siglec-E KO mice compared to the HFD-fed WT mice (**Figure 3I**). Further, the deletion of siglec-E also induced the expression of NF-κB, CD11c, and STAT3 in isolated M-MDSCs after HFD feeding, but the changes were not significant (**Figure 3I**). Thus, taking together data at our disposal suggests that M-MDSCs are a crucial factor in AT inflammation in the siglec-E KO mice. However, a precise adoptive transfer of M-MDSCs or depletion experiments is required for a prudent conclusion on the specific role of AT inflammation in siglec-E mice.

### Siglec-E deletion induces CXCR3 expressing CD8 T cells in the AT

During obesity, macrophages propagate a pro-inflammatory microenvironment that recruits additional T cells, which eventually exacerbates AT inflammation during obesity (30). We observed an increased percentage of CD8^+^ T cells after HFD feeding in WT and siglec-E KO mice as compared to ND-fed mice, but the difference was not statistically significant (**Figure 4A**, upper left quadrants, and **Figure 4C**). We did not notice any major changes in the CD4^+^ T cells in either group of mice fed with ND or HFD (**Figure 4A**, lower right quadrants and **Figure 4E**). However, HFD-fed siglec-E KO mice exhibited a significantly increased percentage of CD4^+^ T cells in the spleen, relative to ND-fed KO mice (**Figure 4A**, lower right quadrants, **Figure 4E**) and significantly higher numbers of CD4^+^ T cells in the spleen relative to those detected in HFD-fed WT mice (**Figure 4E**). These results suggest that deletion of siglec-E is correlated in part with slightly increased T cell percentage in the spleen of HFD-induced obesity. In contrast, the percentage of CD8^+^ and CD4^+^ T cells was significantly decreased in MLNs in both WT and siglec-E KO mice fed HFD, relative to those of their ND-fed counterparts (**Figure 4B**, lower right quadrants, **Figures 4D, F**), the number of T cells was not much altered in mice of either group when fed HFD (**Figures 4D, F**). These results suggest that the altered T cells in the MLNs of HFD-fed siglec-E KO mice might alter obesity-associated inflammation.

**Figure 4:**
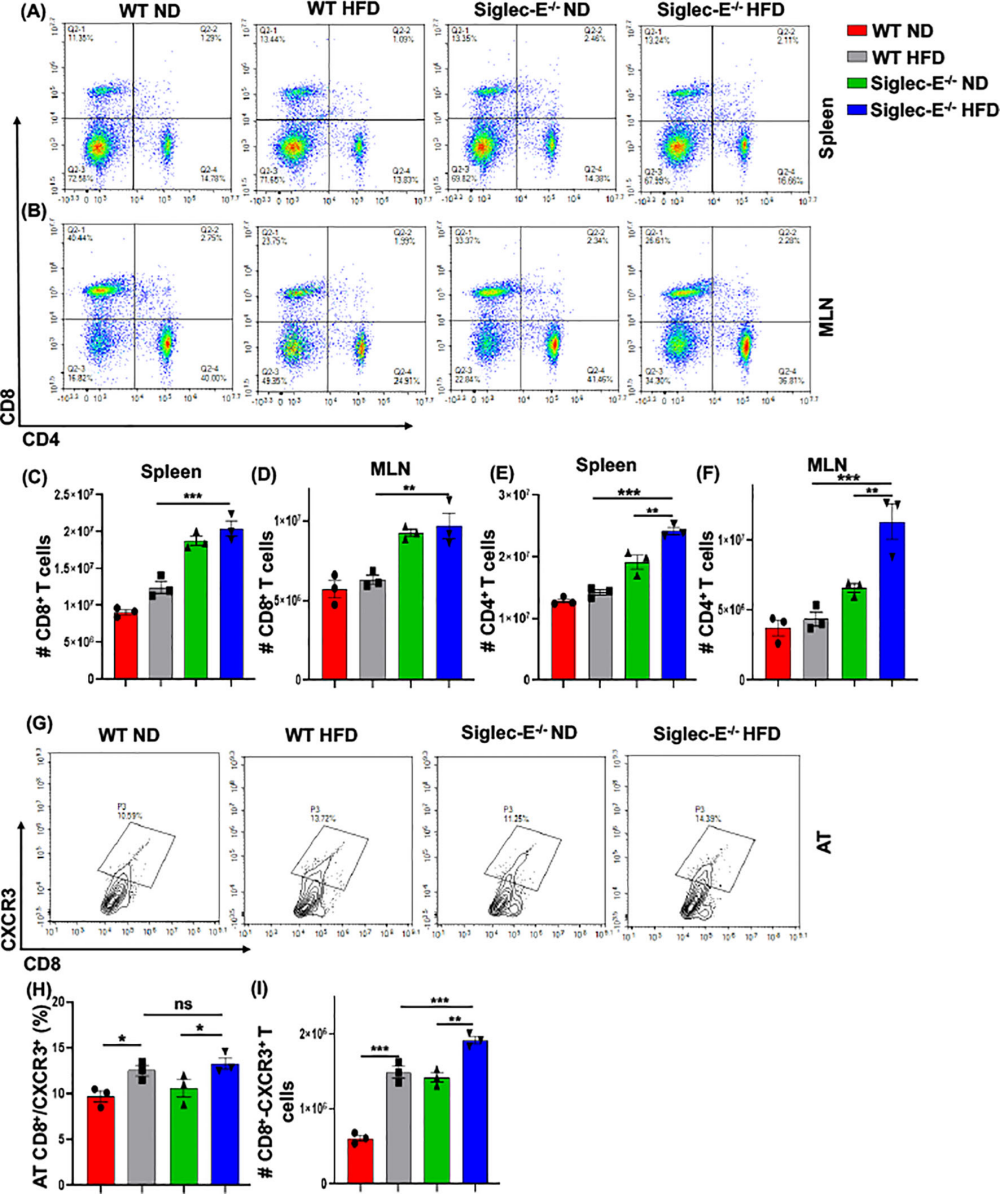
The absence of Siglec-E induced the frequency of AT CD8^+^CXCR3^+^ T cells. Representative flow cytometry plots of the CD4^+^ (lower right panel), CD8^+^ (top left panel), and CD4^+^CD8^+^ (top right panel) T cells in the **(A)** spleen, **(B)** MLNs of the ND and HFD-fed WT and siglec-E KO mice. The total number of CD8^+^ T cells in **(C)** spleen and **(D)** MLN of the ND and HFD-fed WT and siglec-E KO mice. The total number of CD4^+^ T cells in **(E)** spleen and **(F)** MLN of the ND and HFD-fed WT and siglec-E KO mice. **(G)** Representative flow cytometry images for the CD8^+^CXCR3^+^ T cells in ND and HFD-fed WT and siglec-E KO animals. **(H)** The changes of the percentages and **(I)** total number of CD8^+^CXCR3^+^ T cells in AT of the ND and HFD-fed WT and siglec-E KO mice. Data are expressed as mean ± SEM; from three independent experiments (n = 5 mice per group). Statistical significance was calculated using one-way ANOVA (ns, not significant; * p<0.05, ** p<0.01, *** p<0.001).

CXCR3 expressing CD8^+^ T cells play potential roles in the function, and trafficking of T cells, induced after HFD feeding and for the development of effector T cells (9, 31, 32). Next, we examined whether the deletion of siglec-E alters the frequency of CD8^+^CXCR3^+^ T cells after HFD-fed WT and siglec-E KO mice. We observed an increased percentage (**Figures 4G, H**) and number (**Figure 4I**) of CD8^+^CXCR3^+^ T cells in the AT of HFD-fed WT and siglec-E KO mice relative to their ND-fed counterparts. Interestingly, the HFD-fed siglec-E KO mice exhibited increased percentages of CD8^+^CXCR3^+^ T cells in the AT compared to HFD-fed WT animals (**Figures 4G, H**). These results suggest that ablation of siglec-E is associated with higher recruitment of CXCR3-expressing CD8^+^ cells to the AT, which suggests the subsequent induction of AT inflammation in siglec-E KO mice.

### Deletion of siglec-E increases the percentage of neutrophils, NK, and NKT cells in AT

HFD-induced obesity is associated with neutrophil chemotaxis that further attracts macrophages and other immune cells to the AT (33), and neutrophils are the first to infiltrate the site of inflammation (34). To determine whether neutrophils were altered in siglec-E KO after HFD feeding, we investigated their percentage in the AT of both WT and siglec-E KO mice. In the spleen, HFD induction did not alter much the percentage of neutrophils, although the cell numbers increased in both groups of HFD-fed mice (**Figures 5A, C**). The percentage of neutrophils in the AT was higher in HFD-fed WT mice than in their ND-fed littermates, but there were no significant differences in the percentage of neutrophils detected in siglec-E KO mice whether they were fed HFD or ND (**Figure 5B**). We also detected very slight changes in neutrophil frequency in HFD-fed siglec-E KO animals compared to their HFD-fed WT littermates (**Figure 5B**). Finally, the number of neutrophils infiltrating the AT in either group after HFD feeding was higher than that in their ND-fed littermates (**Figure 5D**). These data suggest that siglec-E deletion is also associated with increased AT infiltration of neutrophils, although further investigation is required for a prudent conclusion.

**Figure 5:**
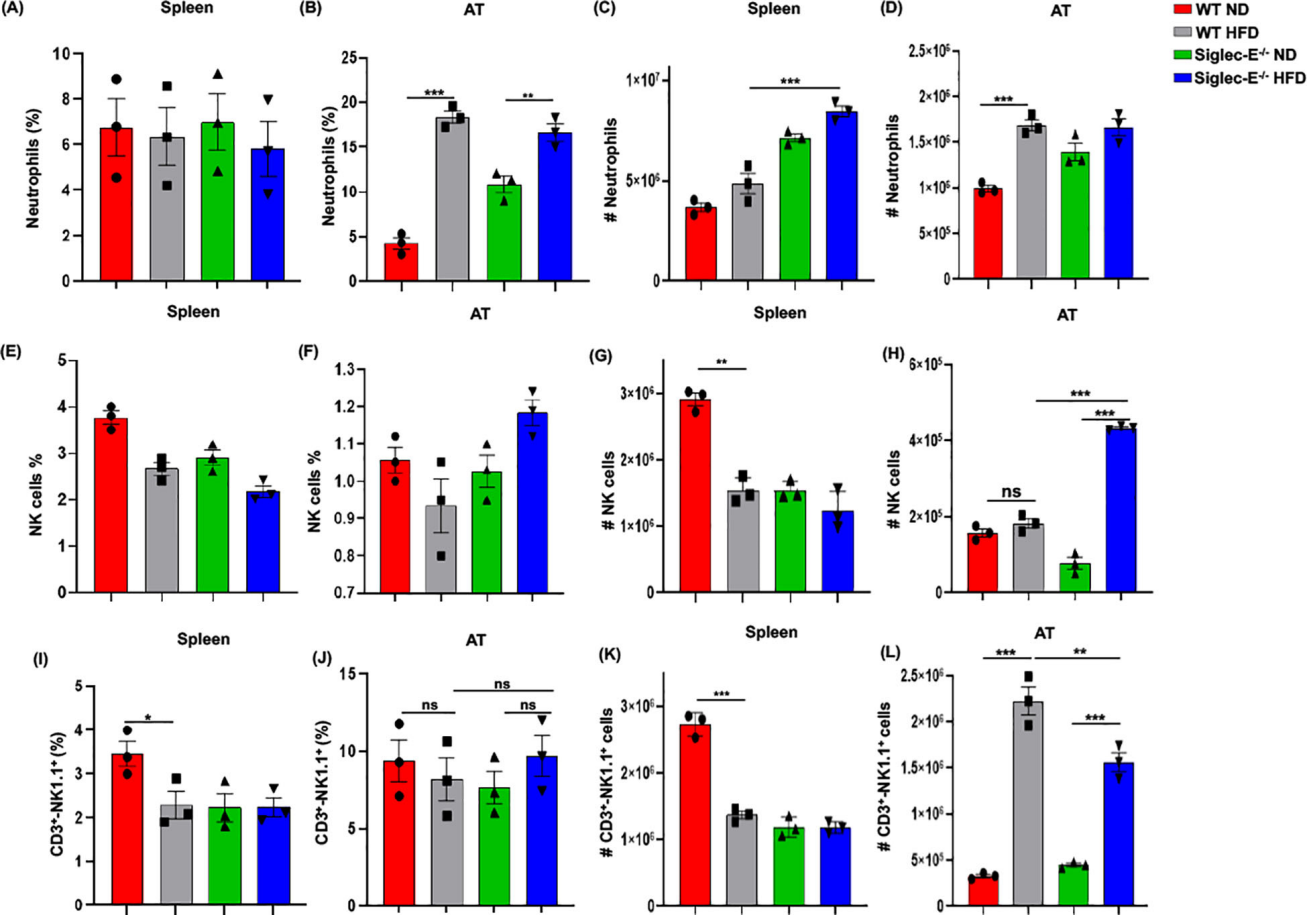
Siglec-E deletion elevates neutrophil, NK cell, and NKT cell counts in adipose tissue. The changes of the percentages of neutrophils in **(A)** spleen and **(B)** AT of ND and HFD-fed WT and siglec-E KO animals. The total number of neutrophils in **(C)** spleen and **(D)** AT of the ND and HFD-fed WT and siglec-E KO mice. The changes of the percentages of NK cells in **(E)** spleen and **(F)** AT of ND and HFD-fed WT and siglec-E KO animals. The total number of NK cells in **(G)** spleen and **(H)** AT of the ND and HFD-fed WT and siglec-E KO mice. The changes of the percentages of NKT cells in **(I)** spleen and **(J)** AT of ND and HFD-fed WT and siglec-E KO animals. The total number of NKT cells in **(K)** spleen and **(L)** AT of the ND and HFD-fed WT and siglec-E KO mice. Data are expressed as mean ± SEM; from three independent experiments (n = 5 mice per group). Statistical significance was calculated using one-way ANOVA (ns, not significant; * p<0.05, ** p<0.01, *** p<0.001).

However, the number of NK cells significantly increased after HFD induction in the absence of siglec-E and it showed a significant increase compared to HFD-fed WT mice (**Figures 5E–H**). We observed a percentage of NKT cells in the spleen that was significantly lower in HFD-fed WT mice than in WT ND-fed mice, but there were no detectable noticeable changes in levels of splenic NKT cells in siglec-E KO animals fed either diet (**Figures 5I, K**). In contrast, the percentages of NKT cells in the AT HFD-fed siglec-E KO mice were significantly higher than in ND-fed siglec-E KO mice (**Figure 5J**). Furthermore, the number of NKT cells infiltrating the AT of HFD-fed siglec-E KO mice was significantly higher than in their ND-fed counterparts and comparatively lower than in HFD-fed WT mice (**Figure 5L**). These results suggest that the deletion of siglec-E also induces infiltration of NKT cells into the AT, which might contribute to the enhanced inflammatory processes observed during HFD-induced obesity.

### Siglec-E deletion induces TRAF3 and Akt expression in the AT

Adipocytes cross-talk with different immune cells induces systemic and local inflammation in AT during obesity. Thus, we compared the systemic inflammatory cytokines in the HFD-fed WT and siglec-E KO mice. The systemic level of MCP-1 is significantly decreased in HFD-fed siglec-E KO mice compared to the WT mice (**Figure 6A**). Although other cytokines including GM-CSF, IL-12 (p40), IL-2, and IL-17 showed an increasing trend in HFD-fed siglec-E KO mice compared to the WT mice, the increase was non-significant (**Figure 6A**). These results suggest that deletion of siglec-E might promote local inflammatory cytokines in obese AT.

**Figure 6:**
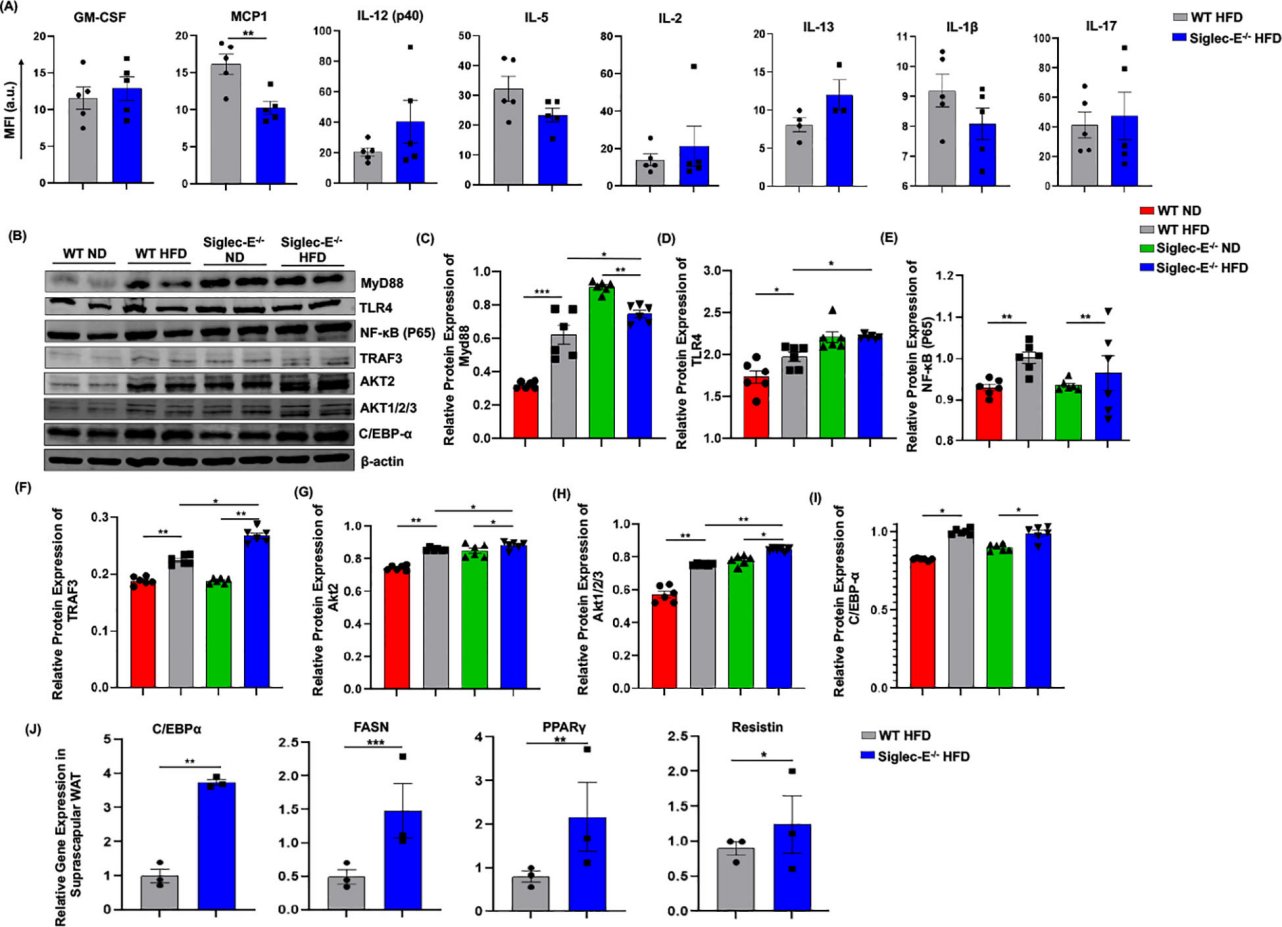
Deletion of siglec-E increased the expression of TRAF3 in the AT during HFD induction. **(A)** MFI of systemic cytokines, including GM-CSF, MCP1, IL-12 (p40), IL-5, IL-2, Il-13, IL-1β, IL-17 in HFD-fed WT and siglec-E KO mice. **(B)** Representative western blot images for MyD88, TLR4, NF-κB P65, TRAF3, AKT2, AKT1/2/3, C/EBPα, β-actin in the eWAT of ND and HFD-fed WT and siglec-E KO mice. Relative protein expression of **(C)** MyD88, **(D)** TLR4, **(E)** NF-κB P65, **(F)** TRAF3, **(G)** AKT2, **(H)** AKT1/2/3, **(I)** C/EBPα in the eWAT of ND and HFD-fed WT and siglec-E KO mice. **(J)** Relative expression of adipogenic genes, including C/EBPα, FASN, PPARγ, and resistin in the suprascapular WAT of 12-week HFD-fed WT and siglec-E KO mice. Data are expressed as mean ± SEM; from three independent experiments (n = 5 mice per group). Statistical significance was calculated using either one-way ANOVA or Student’s T-test (* p<0.05, ** p<0.01, *** p<0.001).

It has been shown that siglec-E downregulates NF-κB expression in a Myd88-dependent manner. Next, we investigated the TLR4/NF-κB signaling during obesity and related inflammation in the absence of siglec-E. We noticed that in the absence of siglec-E Myd88 and TLR4 protein levels are increased in the AT compared to that of WT mice fed on both ND and HFD (**Figures 6B–D**). However, we did not observe any significant changes in the expression of NF-κB p65 in WT or siglec-E KO mice in response to HFD-feeding (**Figures 6B, E**), depicting that siglec-E-mediated AT- inflammation might not be associated with canonical NF-κB signaling pathway. We also investigated the adaptor protein of the non-canonical NF-κB signaling pathway. Since TRAF-3 functions as a non-canonical NF-κB activator during inflammatory signaling (35), we sought to determine whether and how deletion of siglec-E might affect TRAF-3 expression in mice under HFD conditions. We observed increased TRAF-3 expression in the AT of HFD-fed mice relative to their ND-fed counterparts (**Figures 6B, F**). Interestingly, HFD-fed siglec-E KO mice exhibited significantly higher levels of TRAF-3 than did HFD-fed WT mice (**Figure 6F**), suggesting that deletion of siglec-E contributes to inflammation through the TRAF3 signaling, which is a crucial adaptor protein of non-canonical NF-κB signaling.

Since Akt-regulated MDSC activities (16) and Akt2 signaling are required for M1 polarization of macrophages (36), we examined the effect of the siglec-E deletion on Akt protein expression. We detected increased expression of Akt1/2/3 and Akt2 in the AT in HFD-fed mice relative to the levels detected in ND-fed mice (**Figures 6G, H**). Importantly, the expression levels of Akt1/2/3 and Akt2 in the AT were significantly higher in siglec-E KO mice fed ND or HFD than those detected in the AT of HFD-fed WT mice (**Figures 6G, H**). These results suggest that ablation of siglec-E is associated with marked overexpression of Akt2, which might be a contributing factor during HFD-induced obesity. Further, we also investigated whether HFD feeding alters siglec-E KO mice adipogenic markers in the eWAT. Although HFD induction increased the expression of C/EBPα in the eWAT of both WT and siglec-E KO mice, HFD-fed siglec-E KO mice showed a non-significant decrease in the protein expression of C/EBPα compared to the HFD-fed WT mice (**Figure 6I**). To investigate the role of adipogenesis, we compared the adipogenic markers in the suprascapular WAT of HFD-fed WT and siglec-E KO mice. The results showed that deletion of siglec-E significantly increased the gene expression of adipogenic markers, including C/EBPα, PPARγ, FASN, and resistin in the suprascapular WAT of HFD-fed siglec-E KO mice compared to their WT counterparts (**Figure 6J**).

## Discussion

The factors that initiate AT inflammation during obesity remain elusive and are currently the subject of intense investigations. The present study is the first to demonstrate the role of siglec-E during HFD-induced AT inflammation by redistributing and increasing the number of M1 macrophage, CXCR3-expressing CD8^+^T cell, neutrophils, NK, and NKT cells while concomitantly reducing DCs in AT in genetically deficient siglec E mice. Furthermore, the absence of siglec-E prevalence in the inflammatory phenotype of M-MDSCs resulted in elevated expression of inflammatory markers that appeared to maintain low-grade chronic inflammation through the modulation of TRAF-3 and Akt signaling in AT. This compelling set of data provides new insight into siglec-E as a key contributing factor to controlling the AT inflammatory response and sustaining low-grade chronic inflammation in AT.

Siglec-E was first cloned in 2001 (37), and is a well-established lectin with diverse biological functions during bacterial infections, sepsis, cancer, and neurological disorders (38). Siglec-E is primarily expressed in the cells of the innate immune system (39), including macrophages and DCs, where it is involved in the regulation of TLR4-dependent cytokine production. Cross-linking siglec-E with specific antibodies decreases the expression of the inflammatory markers, namely TNF-α and IL-6, in BMDMs (40). Deletion of siglec-E serves as a negative regulator of neutrophil recruitment in the inflamed lung (41). In mice, siglec E enables DCs to induce Tregs leading to the inhibition of CD8^+^ T effector cells and reducing inflammatory conditions (42). After HFD feeding, we observed an increase in AT-resident CD8^+^CXCR3^+^ T cells in siglec-E KO mice, compared to WT mice, implicating that the deletion of siglec-E in AT inflammation leads to an exaggerated obesity-associated low-grade chronic inflammation. Altogether, this compilation of data demonstrates that siglec-E is functionally related to inflammatory signaling in AT inflammation during obesity.

AT inflammation is a crucial factor in the development of obesity and metabolic dysfunction (12). Macrophages and T cells are the most important cellular producers of pro-inflammatory cytokines. Excessive adipocyte hypertrophy leads to AT expansion, causes adipocyte death, and eventually recruits pro-inflammatory macrophages into the AT. In obesity, the proliferation of macrophages is highly abundant in AT, but not in other tissues, suggesting that the AT may provide a unique milieu for macrophages to facilitate obesity (43). Our data demonstrated an increased infiltration of macrophages in AT from both WT and siglec-E KO mice after feeding HFD, but the increase in macrophage infiltration was more pronounced in the siglec-E KO mice suggesting that siglec-E plays a role in the macrophage infiltration into the AT during diet-induced obesity. It is known that DCs recruit and activate macrophages at the site of inflammation and potentiate immune responses during HFD-induced obesity (44). They also integrate several triggering factors that promote homeostasis, immunity, inflammation, and an obesity-induced increase of CD11c^+^ DCs in the liver and AT (29, 45). In this study, we demonstrated that HFD induction increased the number of DCs in the AT under normal conditions in WT mice, which aligns with the findings of previous reports (46). However, we observed that siglec-E deficient mice exhibited a decreased frequency of DCs relative to WT mice under HFD conditions. Although genetic deletion of DCs can improve diet-induced obesity, there has been no demonstration of a lack of conventional CD11b^+^CD11c^+^ DCs related to obesity-related meta-inflammation (29, 47). Thus, the data at our disposal suggest that dysregulation in AT DCs in siglec-E-deficient, but not in WT mice signals the presence of an inflammatory condition through either reduction of Tregs and/or NKT cells function. However, identification of the key mechanisms by which DCs are dysregulated after the deletion of siglec-E during AT inflammation will require further investigation.

MDSCs are involved in the suppression of obesity-associated inflammation and their accumulation is associated with increased adiposity (17, 48) obesity was shown to be associated with increased accumulation of MDSCs in tumor-bearing mice (49). Accumulation of MDSCs in the AT and liver involves the expression of pro-inflammatory molecules including IL-6 and GM-CSF (17). In addition, the two MDSCs phenotypes M-MDSCs and G-MDSCs have distinct characteristics and functions. In HFD-induced obesity, the AT-derived expression of chemokine (C-C motif) ligand 5 (CCL5) enhances the local accumulation of pro-inflammatory M-MDSCs and subsequent inflammation via their cognate CCR5 receptors (50). During human obesity, monocytes shift toward a pro-inflammatory phenotype that might contribute to the development of low-grade inflammation and a population of immune-suppressive monocytes might contribute to the development of cancer in obesity (51). Under these conditions, an increase in M-MDSCs was observed in siglec-E KO mice versus WT mice, which could likely contribute to further progression toward AT inflammation. Furthermore, our cell sorting results suggested that the deletion of siglec-E significantly increased the inflammatory markers in M-MDSCs as compared to WT, which corroborated that siglec-E plays a crucial role in M-MDSCs inflammatory responses during obesity conditions. Thus, accumulation of M-MDSCs in siglec-E mice is associated with severe inflammation in AT.

The early immune cells to infiltrate the AT during obesity-induced inflammation are neutrophils, which secrete several inflammatory cytokines that shape adaptive immune responses (52, 53). The depletion of neutrophils is associated with improved insulin sensitivity (54). Our findings that the deletion of siglec-E, which acts as a negative regulator of neutrophil inflammation (41), led to increased infiltration of neutrophils in the AT. This subsequently led to the recruitment of other immune cells, such as NK and NKT cells, to promote AT inflammation. This corresponds with the previous notion that NK and NKT cells play differential roles in obesity and related metabolic diseases (33, 55, 56). It is clear from our findings that multiple immune cells are more susceptible to recruitment to the AT due to the HFD environment, particularly in the absence of siglec-E, to not only induce but exacerbate active inflammatory obesity-associated conditions.

The upregulation of siglec-E affects NF-κB responses in a MyD88-dependent manner, suggesting that its regulation of adipogenesis and obesity may occur via the NF-κB signaling pathway (40, 57). We noticed that the expression of TLR-mediated signaling protein is increased in the AT after deletion of siglec-E. Here, we also demonstrate that HFD feeding increased the expression of NF-κB in the AT. However, no significant difference in NF-κB expression was detected in siglec-E KO mice regardless of their fat diet, which suggests that the signaling pathways may be NF-κB independent. The known association of siglec-E with TLR4 signaling led us to investigate the effect of the siglec-E KO on different adapter molecules downstream of TLR4 signaling. Interestingly, we observed that deletion of siglec-E was associated with increased AT expression of TRAF3, which might recruit TRIF-associated signaling to control genes such as IRF3, and IRF7 that are associated with macrophage signaling (58). Our results suggest that the deletion of siglec-E might contribute to obesity-related inflammation by actively inducing the expression of TRAF3 in the AT. This is consistent with the observations that M-TRAF3_-/-_ mice exhibit spontaneous chronic inflammation and that deletion of TRAF3 in macrophages results in altered LPS-or polyinosinic-polycytidylic acid (polyI: C)-induced systemic responses (20). M-TRAF3_-/-_ mice experience spontaneous induction of inflammation, infection, and tumor formation at 15-22 months of age (20). In cultured macrophages, TRAF3 deletion increases the expression and secretion of pro-inflammatory molecules, including TNF-α, IL-1, IL-6, and IL-12 (58, 59). Thus, our data support the notion that the deletion of siglec-E might contribute to obesity-related inflammation. We also observed an extensive increase in the expression of Akt2 in siglec-E KO mice, relative to WT mice. Interestingly, mice with deletions of Akt2 and AMPKα2 exhibited effects that were protective against diet-induced obesity (60). Taken together, these findings suggest that siglec-E plays a crucial role in obesity-induced inflammation by controlling the expression of TRAF3 and Akt2 in the AT.

In summary, siglec-E has been identified as a central signaling hub to control pro-inflammatory immune cell activation, namely M-MDSCs, T cells, DCs, neutrophils, NK cells, and NKT in AT during HFD-fed conditions and limit their recruitment to AT and slow the onset towards diet-induced obesity. Our findings strongly demonstrate that siglec-E plays an adaptative role in protecting the adipocytes from inflammatory-mediated injury through reduced immune cell recruitment and TRAF3/Akt2 activity in AT during the early phase of obesity progression. This may open the door for new therapeutic development for siglec-E or its downstream signaling pathway to treat the deleterious effects of obesity.

## Data Availability

The original contributions presented in the study are included in the article/**Supplementary Material**. Further inquiries can be directed to the corresponding author.

# Supplementary material for: Siglec-E augments adipose tissue inflammation by modulating TRAF3 signaling and monocytic myeloid-derived suppressor cells during obesity
**Source:** Front Immunol. 2025 Feb 4;16:1501307. doi: 10.3389/fimmu.2025.1501307
**Supplement:** Supplementary file 1

Supplemental information

**Siglec-E augments adipose tissue inflammation by modulating TRAF-3 signaling and monocytic myeloid-derived suppressor cells during obesity**

Ahmed Rakib, Mousumi Mandal, Abdullah Al Mamun, Sonia Kiran, Nelufar Yasmen, Lexiao Li, Daniel Collier, Jianxiong Jiang, Frank Park, and Udai P Singh

**Table S1.** List of primers

| Gene           | Forward sequence        | Reverse sequence        |
|----------------|-------------------------|-------------------------|
| Siglec-E       | GTGTCCACAAGAATGACCATCCG | TGAGCCATTCTTCAGGATTGTGG |
| C/EBP $\alpha$ | CAGGAGGAAGATACAGGAAG    | AGGACACAGACTCAAATCC     |
| PPAR $\gamma$  | CCAAAGTGCGATCAAAGTAG    | CCATGAGGGAGTTAGAAGG     |
| Resistin       | GGGAATTGTGTGGGAAATG     | GAGAGTCTCAAAGAGGAAGG    |
| FASN           | CACAGTGCTCAAAGGACATGCC  | CACCAGGTGTAGTGCCTTCCTC  |
| GAPDH          | GAAGCCCATCACCATCTT      | CAGTAGACTCCACGACATAC    |

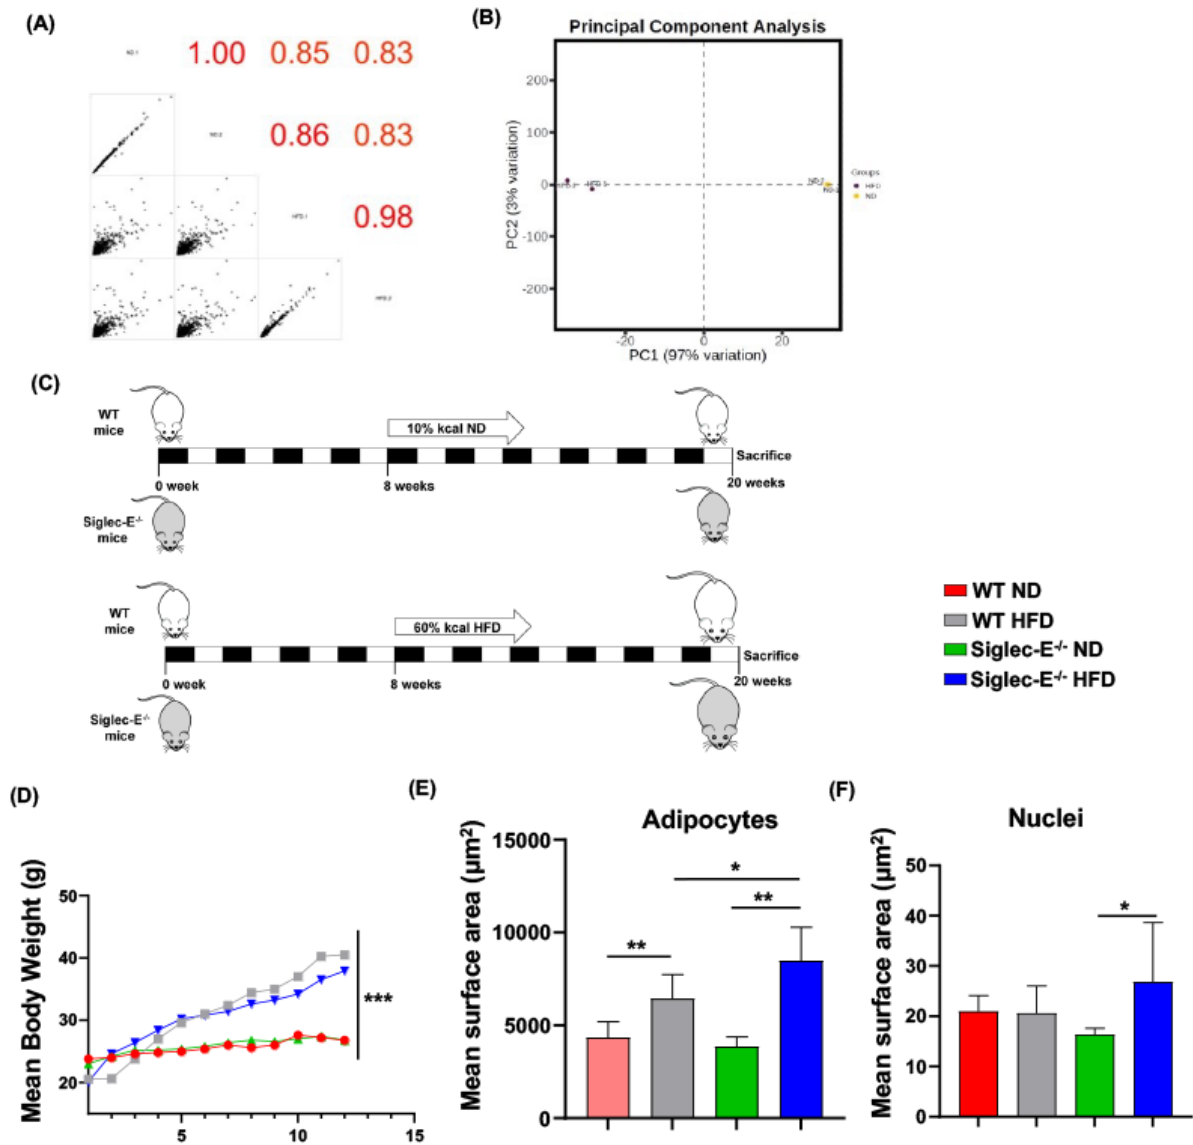

**Figure S1. siglec-E is associated with adiposity during obesity condition.** (A) Scatter plot for DEGs in ND-fed and HFD-fed WT animals. (B) Principal component analysis for the gene set. (C) Study design for the obesity experiment using WT and siglec-E KO mice. (D) Mean body weight of WT and Siglec-E<sup>-/-</sup> mice during the course of ND and HFD induction. Mean surface area of (E) adipocytes and (F) adipocytes nuclei after 12 weeks of ND and HFD feeding to both WT and siglec-E KO mice. Data are expressed as mean  $\pm$  SEM; from three independent experiments (n = 5 mice per group). Statistical significance was calculated using one-way ANOVA.

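Over the 16849 genes tested, the mean log2(TPM + 1) of the ND samples and that of the HFD samples had a Pearson's r of 0.944. This r is across genes, which are not independent replicates. Between single samples, r was 0.994 for the ND replicates and 0.966 for the HFD replicates. Between an ND and an HFD sample, r lay from 0.927 for ND replicate 1 with HFD replicate 1 to 0.942 for ND replicate 2 with HFD replicate 2. Every pair within a diet therefore had a higher r than every pair across the diets.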

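In principal components of log2(TPM + 1), with genes centred and not scaled, the first component held 70.9% of the variance, the second 25.2% and the third 3.96%. The first component put the ND samples at -47.5 and -45.3 and the HFD samples at 53.1 and 39.6. On the second component both ND samples lay between the HFD samples, of which HFD replicate 1 lay at 36.2 and HFD replicate 2 at -41.9. The separation on the first component was not tested, and a permutation test of 2 samples against 2 cannot give a p under 0.333. The share of the first component moved most, to 92.1%, when only the 500 genes with the highest variance were used. Among 15256 genes with at least 1 TPM in both HFD samples, 1358 were at least 2-fold higher in HFD replicate 1 on the TPM + 1 scale and 129 were at least 2-fold higher in HFD replicate 2. Among 15879 genes with at least 1 TPM in both ND samples, 76 were at least 2-fold apart.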

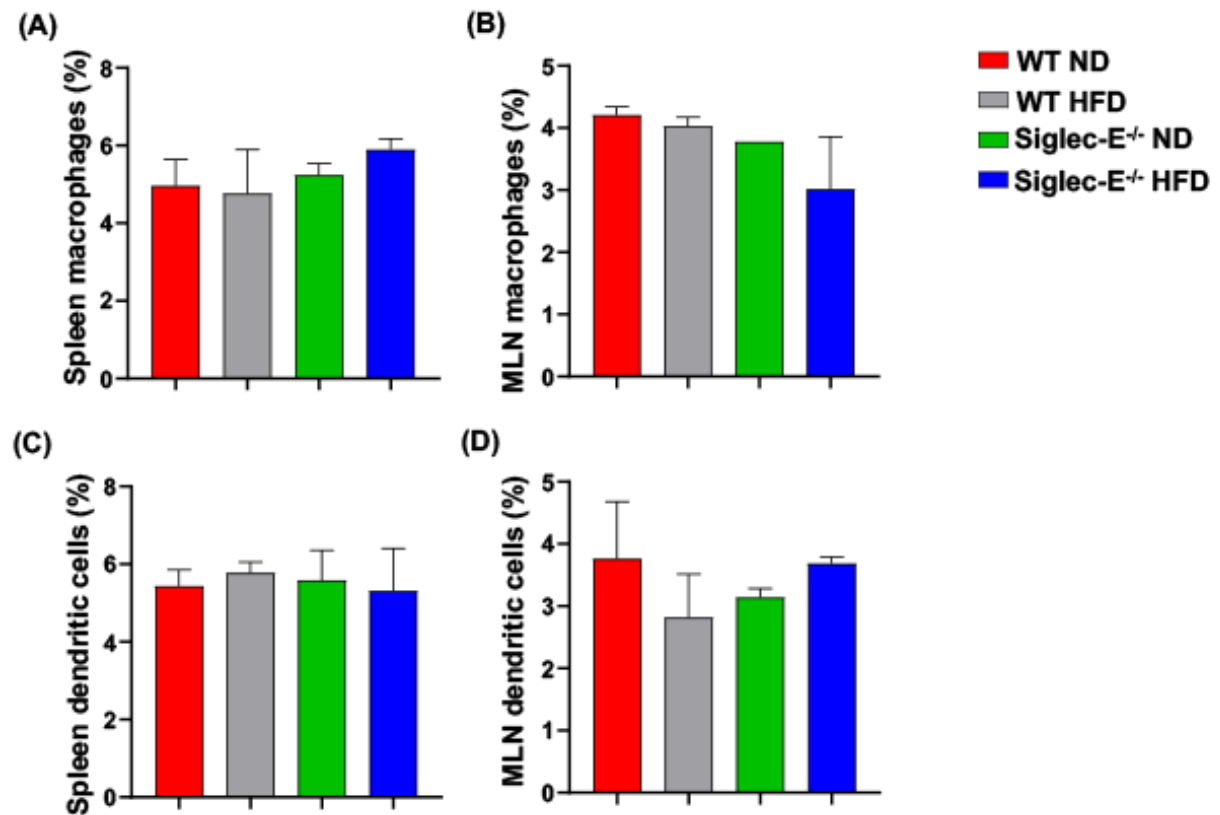

**Figure S2. macrophages and DCs frequency do not significantly alter in spleen and MLNs after deletion of Siglec-E during obesity.** The changes of percentages of macrophages in the (A) spleen and (B) MLN of the ND and HFD-fed WT and siglec-E KO animals. The changes of percentages of DCs in the (C) spleen and (D) MLN of the ND and HFD-fed WT and siglec-E KO animals. Data are expressed as mean  $\pm$  SEM; from three independent experiments (n = 5 mice per group). Statistical significance was calculated using either one-way ANOVA or Student's T-test.

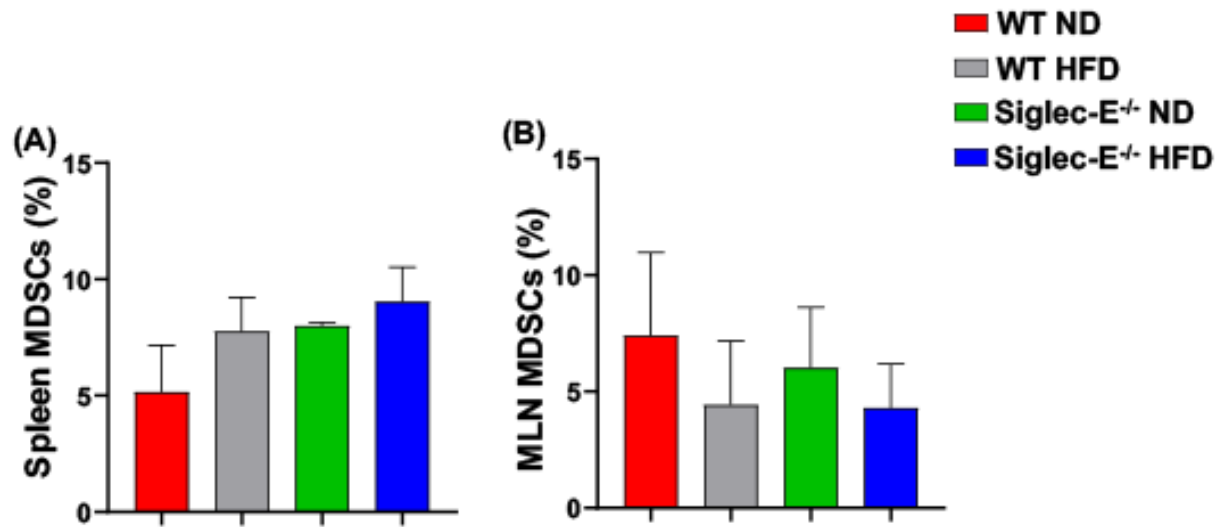

**Figure S3. MDSCs frequency do not significantly alter in spleen and MLNs after deletion of Siglec-E during obesity.** The changes of percentages of MDSCs in the (A) spleen and (B) MLN of the ND and HFD-fed WT and siglec-E KO animals. Data are expressed as mean  $\pm$  SEM; from three independent experiments ( $n = 5$  mice per group). Statistical significance was calculated using either one-way ANOVA or Student's T-test.

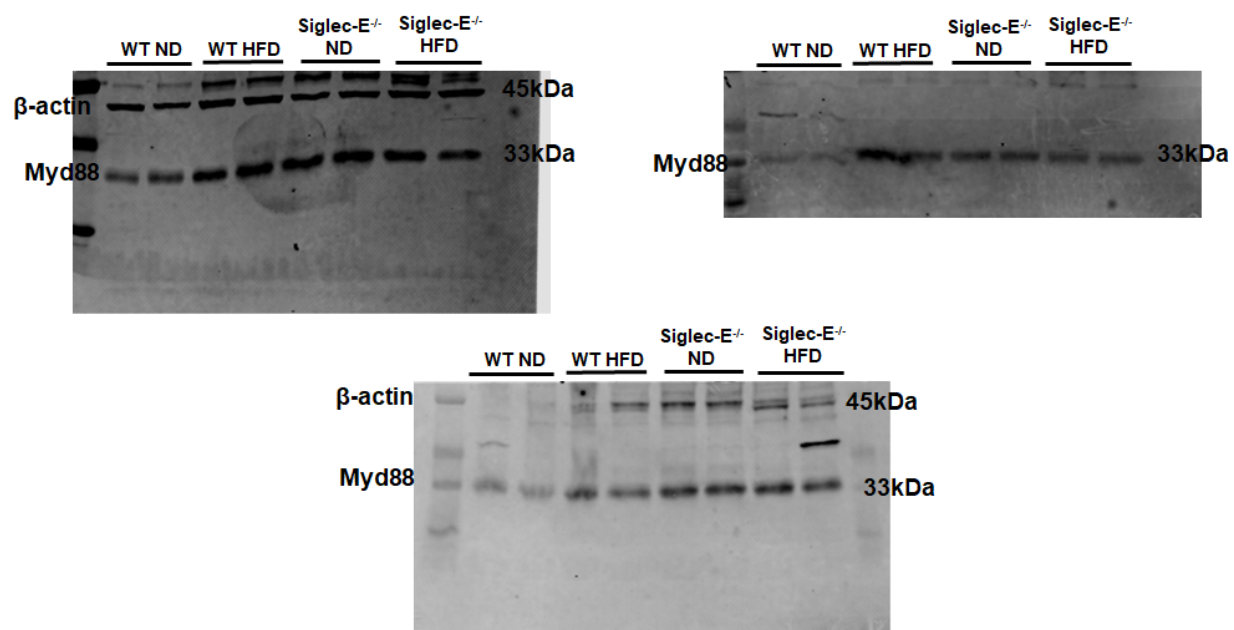

**Figure S4A:** Original western blot images of protein expression of MyD88

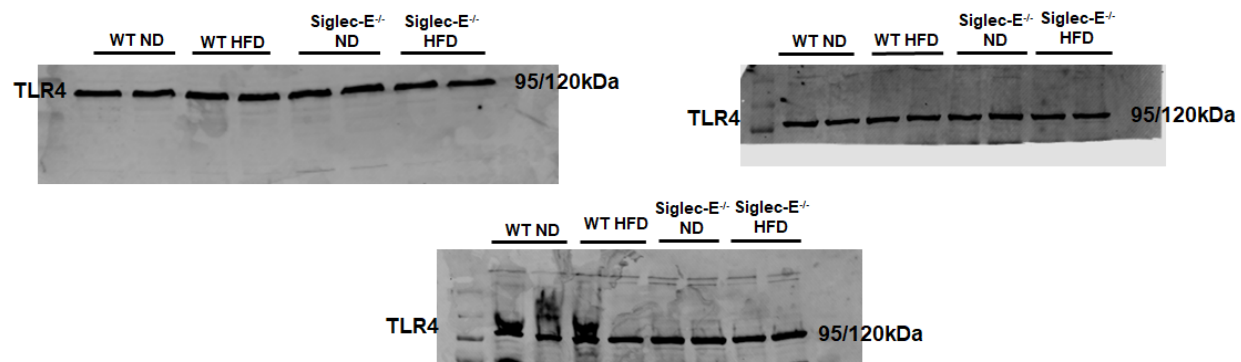

**Figure S4B:** Original western blot images of protein expression of TLR4

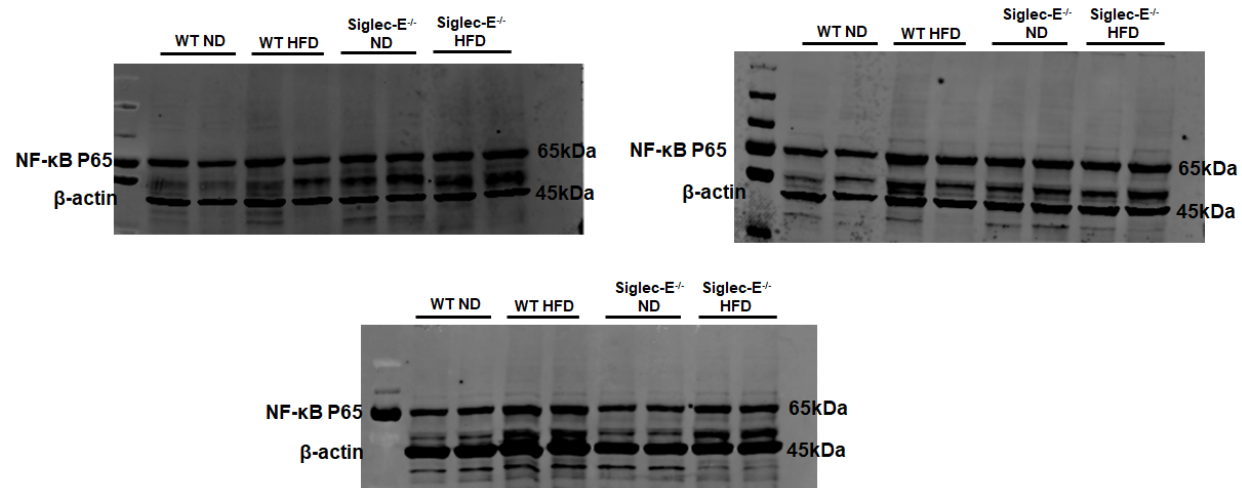

**Figure S4C:** Original western blot images of protein expression of NF-κB P65

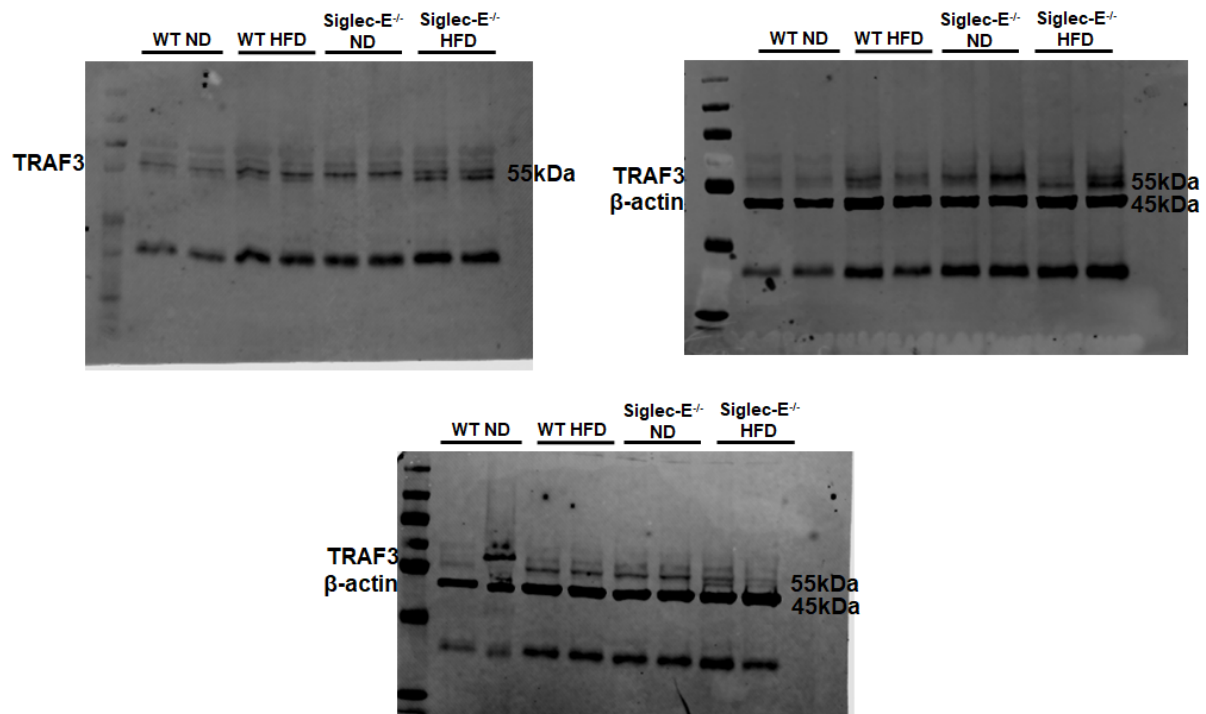

**Figure S4D:** Original western blot images of protein expression of TRAF3

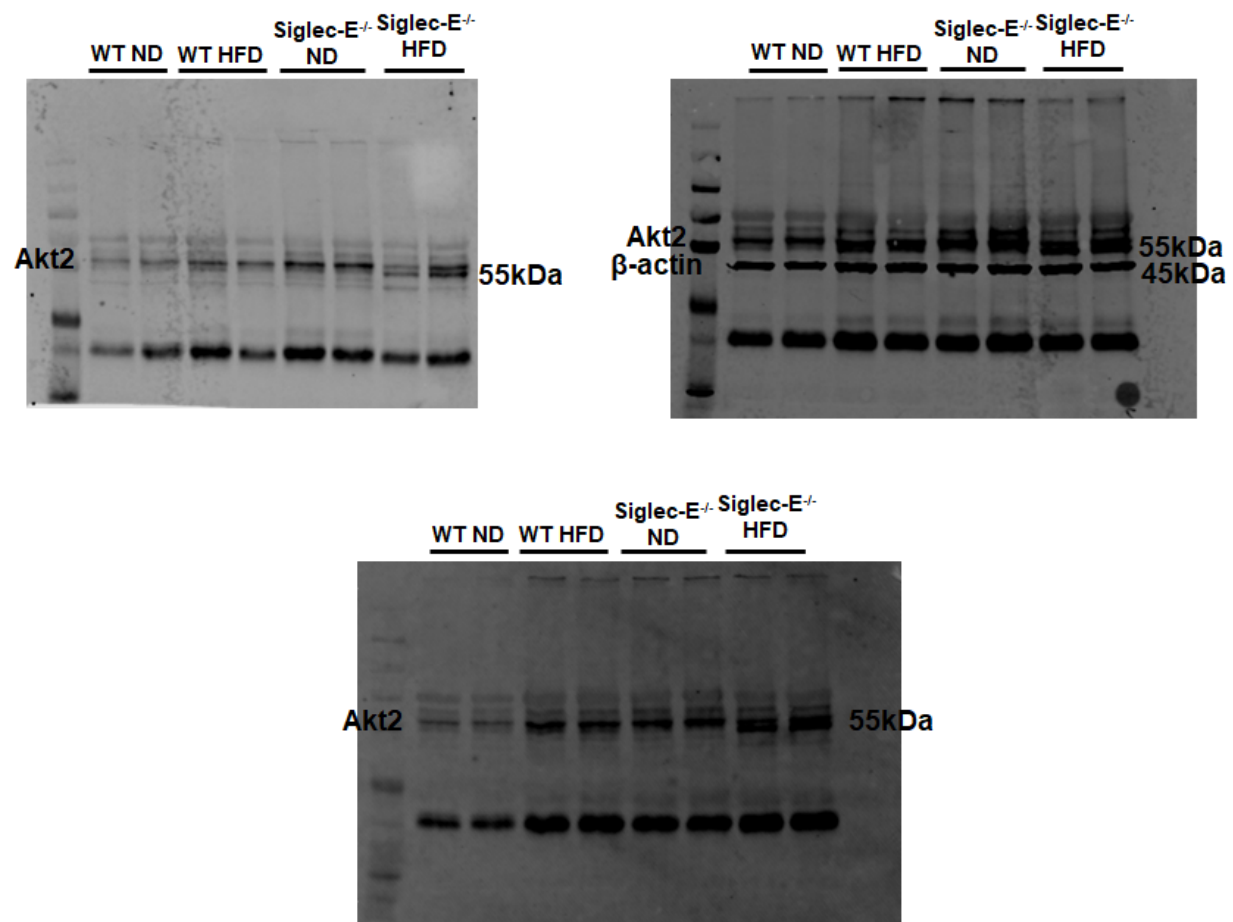

**Figure S4E:** Original western blot images of protein expression of Akt2

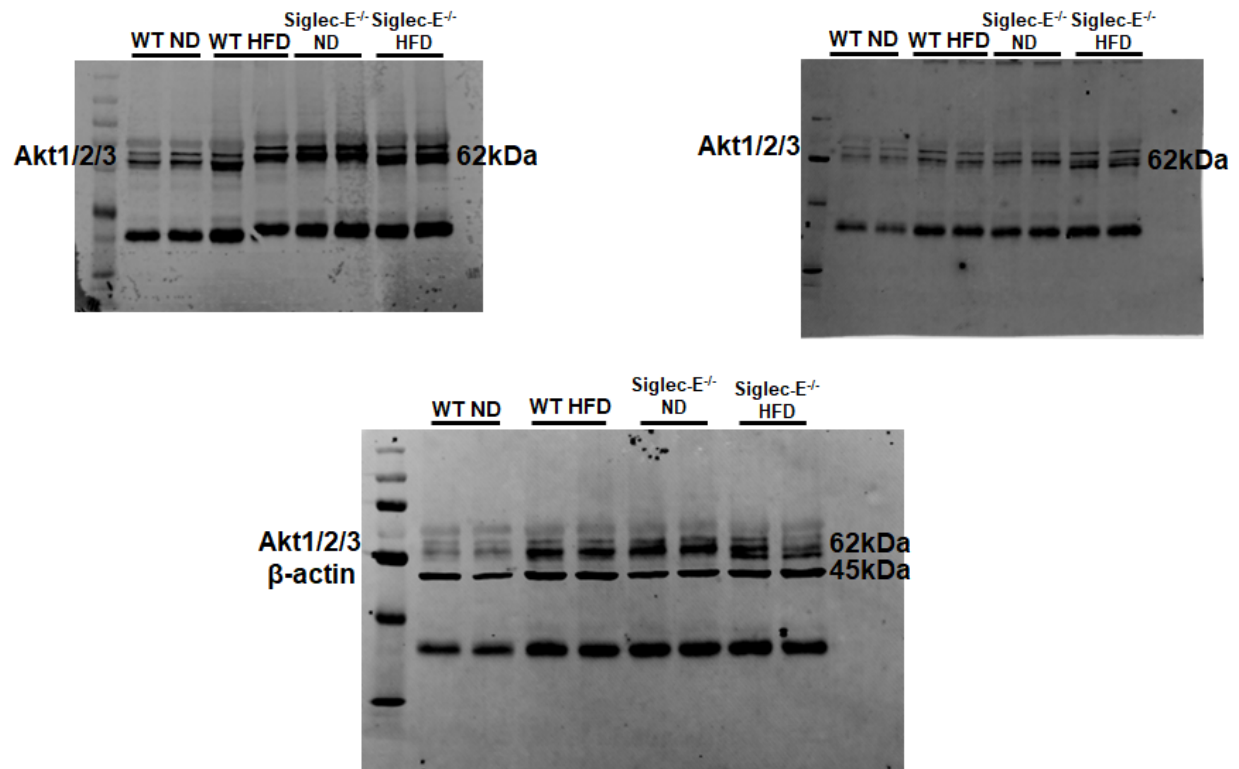

**Figure S4F:** Original western blot images of protein expression of Akt1/2/3

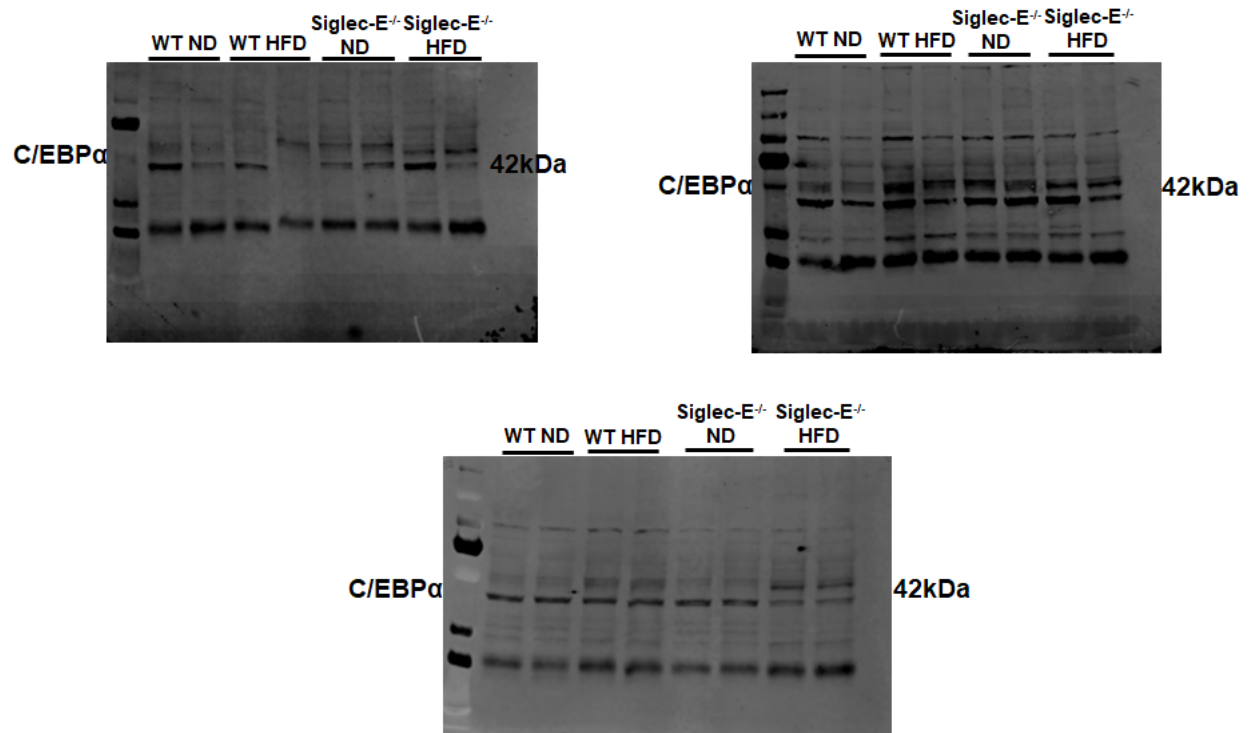

**Figure S4G:** Original western blot images of protein expression of C/EBPα

How the deposited data were processed for this re-analysis (not part of the article)

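Gene expression was measured by RNA-seq in CD45+ cells from the eWAT of WT mice fed ND or HFD for 12 weeks, in 2 samples per diet. The authors prepared stranded mRNA libraries, trimmed the reads with Trim Galore! and cutadapt, aligned them to mm10 with STAR, removed duplicate reads with Sambamba, counted reads per gene with featureCounts and normalized the counts. The deposited values are TPM per gene and sample, which the authors computed by dividing each gene's count by its length and scaling each sample to the same total. The gene annotation, the use of strand in counting, the number of mice per library and the test behind the DEGs are not named in the paper's text. The general statistics section names GraphPad Prism, ANOVA and Student's test, and a p-value of 0.05, without saying what was applied to the RNA-seq data.

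The TPM values of the 4 samples were joined by gene symbol. Genes with a TPM of at least 1 in at least 2 samples were kept, which left 16849. The values were compared as log2(TPM + 1) between HFD and ND with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend), and p-values were adjusted by the Benjamini-Hochberg method. A DEG had an adjusted p-value under 0.05 and a change of at least 1.5-fold. No model of read counts was used, since TPM are not counts. TPM values are shares of the RNA of a sample, so a gene can fall because other transcripts rose. The steps were tested on simulated data. With 200 of 16849 genes changed, 69.0% of the changed genes were called and 1.43% of the called genes had not been changed. With no gene changed, 0 of 16849 genes were called. The simulated noise was independent between genes, equal in both diets and drawn from the variances of the same fit. The real replicates differed by 3.51 times the counting error in HFD and 1.67 times in ND. The simulated rates therefore do not carry over to the 3097 DEGs.

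The depth was estimated from the values of microRNA genes, of which 1184 were listed, with a median length of 81 bases in RefSeq for GRCm38, the assembly called mm10. The step rested on 247 short genes in ND replicate 1, 270 in ND replicate 2, 243 in HFD replicate 1 and 223 in HFD replicate 2. Read numbers given for a gene use its exon length in GENCODE vM21 and are approximate. Between 0.0606 and 0.0711 TPM stand for 1 read per kb, so values near 0.1 TPM rest on single reads. The step was also tested on simulated data.

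The genes named in the text were Siglece and the other Siglec family members, the genes of proteins or transcripts that the paper measures in other assays, the genes that the submitters name in their summary of the series, and the 5 largest increases and 5 largest decreases among DEGs with both HFD values on one side of both ND values. This rule, the main settings, 21 lists of marker genes of cell types and most of the alternatives were set before the data were examined. The lists were for macrophages, lipid-associated macrophages, resident macrophages, monocytes, neutrophils, dendritic cells, plasmacytoid dendritic cells, B cells, T cells, CD8 T cells, regulatory T cells, NK cells, eosinophils, mast cells, adipocytes, fibroblasts, endothelial cells, mesothelial cells, epididymal epithelium, proliferation and erythroid cells. They were tested with limma's camera at a preset correlation of 0.01 and with fry, for lists with at least 3 genes tested. A further 7 lists, for the response to tissue dissociation, epididymal epithelium, fibroblasts, spermatids (2 lists), spermatocytes and the Leydig and Sertoli cells of the testis, were written after first results had been seen and were used without a test.

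The alternatives were a pseudocount of 0.1 or 5, no filter or a mean TPM of at least 5, eBayes without a variance trend, a replicate block, median-ratio scaling, quantile normalization, rescaling without the 50 genes with the highest mean TPM or without genes under 200 bases, other fold change limits, other settings of the principal components and of the list tests, and each sample left out in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The RT-qPCR, flow cytometry, western blot and histology data of the paper, and samples from siglec-E KO mice, were not analysed here. The values of a gene among those the paper measures in other assays are not reported here.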

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

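These signals lie mostly in genes that the paper does not discuss, while Itgax, in the list of lipid-associated macrophage genes, is the gene of a protein that the paper measures. The second lists of spermatid and fibroblast genes, the spermatocyte list, the Leydig and Sertoli list and the test of scaling for the macrophage and fibroblast lists were chosen before their values were looked at, while the tests of the ranges within lists and both tests of the proliferation list were chosen after the results had been seen.

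Transcripts of spermatids were present in all 4 libraries of CD45+ cells and were higher in HFD replicate 1 than in the control samples. Prm1 had 470 and 475 TPM in the ND samples, 1600 TPM in HFD replicate 1 and 532 TPM in HFD replicate 2, and Prm2 had 578, 580, 2160 and 677 TPM in the same order. Together 10 such genes, picked from these libraries after their values were seen, had 2159 and 2191 TPM in ND, 8259 TPM in HFD replicate 1 and 2453 TPM in HFD replicate 2. More genes in general were at least 2-fold higher in HFD replicate 1 than in HFD replicate 2 (1358) than the reverse (129), and genomic DNA or unspliced RNA in HFD replicate 1 as the whole source is argued against. The total TPM of 1451 olfactory and vomeronasal receptor genes in HFD replicate 1 was 1.24 times that of HFD replicate 2, 1.11 times that of ND replicate 1 and 0.988 times that of ND replicate 2, where the 1358 genes held 16974 TPM. The total of 505 microRNA genes in introns was 0.942 times that of HFD replicate 2, 1.16 times that of ND replicate 1 and 1.13 times that of ND replicate 2. A candidate explanation is that testis germ cells or their RNA were carried over with the fat pads. The second list of 16 spermatid genes, none of them in another list, had a median log2 ratio of HFD replicate 1 to HFD replicate 2 of 1.85, in the range of the 10 genes seen first. Sperm of the epididymal lumen alone would lack the transcripts of earlier germ cells, but the spermatocyte list (5 genes with a mean of at least 1 TPM) followed with a median of 1.601. Whether somatic testis cells came along, or whether reads of a testis library were assigned to these libraries, cannot be told apart from germ cells alone. The Leydig and Sertoli list had a median of 0.51, just past the limit of 0.5 set for it, with genes from -0.27 to 1.27. By that limit alone the list followed the germ cell genes. It was left open after the value was seen, since the median lay at the limit and the genes on both sides of 0. Its most abundant gene, Insl3, had 256 and 222 TPM in ND and 172 and 131 TPM in HFD. Whether reads of an overlapping gene add to the values of Insl3 was not checked. HFD replicate 2 lay near the ND samples in the spermatid genes, so the diet alone does not account for the difference, and a difference between mice was not tested. The 1358 genes at least 2-fold higher in HFD replicate 1 than in HFD replicate 2 held 44242 TPM in HFD replicate 1 and 12229 TPM in HFD replicate 2, and 5 of them were DEGs between the diets.

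The list of lipid-associated macrophage genes was higher in HFD, with a median log2 fold change of 2.37 over 13 genes, all of them DEGs and all higher in both HFD samples (adjusted p = 4.42e-12 in camera, 0.00314 in fry). Of the 13, 2 are also in lists of genes that the paper or the submitters name. The most abundant was Gpnmb, at 2918 and 3150 TPM in HFD. Under median-ratio scaling, quantile normalization or rescaling without the 50 most abundant genes, the median stayed at 2.28 or above, which argues against scaling. A larger share of otherwise unchanged macrophages would raise all macrophage genes alike, but the log2 fold changes of the 10 macrophage genes spanned 1.48, from -0.62 to 0.86. A change of state within macrophages, or another mix of macrophage kinds, remains open as a hypothesis and was not tested.

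The fibroblast list was also higher in HFD, with a median log2 fold change of 2.56 over 9 genes (adjusted p = 6.26e-04 in camera), although fry gave an adjusted p of 0.0504. With the correlation estimated for this list, camera gave an adjusted p of 0.437. Col1a1 had 476 TPM in HFD replicate 1 and 1028 TPM in HFD replicate 2. The lowest median under the 3 scalings was 2.44. A larger share of unchanged fibroblasts as the whole cause is argued against, since the log2 fold changes within the list spanned 2.92, from 0.91 to 3.83. Between the HFD samples the list differed by a nearly constant amount, with log2 ratios of replicate 2 to replicate 1 from 0.91 to 1.12. The second list of 16 fibroblast genes had a median ratio of 1.02. This is consistent with a larger share of fibroblasts carried over in HFD replicate 2, while a difference between the mice was not tested. The CD45+ fraction therefore may hold non-immune cells in amounts that differ between libraries.

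The proliferation list was higher in HFD, with a median log2 fold change of 1.03 over 10 genes, all higher in both HFD samples and 9 of them DEGs (adjusted p = 1.46e-05 in camera, 0.0145 in fry). With the correlation estimated for this list, camera gave an adjusted p of 0.329. Dividing germ cells are an unlikely source, since the median log2 ratio of HFD replicate 1 to HFD replicate 2 was 0.18, far from that of the spermatid genes. The lowest median under the 3 scalings was 0.98. More division of immune cells or of fibroblasts with HFD stays open and was not tested.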

How the results depend on the processing

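The fall of Siglece kept its direction and stayed past both thresholds under each of the 10 alternatives that allow a test. Its log2 fold change ran from -2.31 with a pseudocount of 0.1 to -1.36 with a pseudocount of 5, with adjusted p-values in limma from 0.00335 to 0.0481. It ran from -2.11 to -1.95 across the 4 fits that each left out one replicate. The rank of Siglece among DEGs lower in HFD was 187, and it was 290 with a pseudocount of 0.1, which raises the fold changes of genes with low TPM. Under the other alternatives the rank lay between 144 and 237. These ranks come from lists of different length. The rank of 187 was among 1736 DEGs lower in HFD, and that of 290 among 1766. The rank of 144, with the replicate block, was among only 405, and that of 237, with a pseudocount of 5, among 1072. In the last 2 Siglece stood further from the top relative to the length of the list.

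The number of DEGs was 3097. It was 2015 with a pseudocount of 5, which shrinks the fold changes of low genes, and 1602 with a change of at least 2-fold. Under the other alternatives without a block it lay between 2250 and 4602. The share of DEGs higher in HFD was 43.9%, and it lay between 38.9% and 50.7% under the alternatives. Rescaling without genes under 200 bases, chosen after seeing the data, gave 3106 DEGs and a log2 fold change of Siglece of -2.07.

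The labels give both diets the replicate numbers 1 and 2. With a replicate block, 812 DEGs were called, 807 of them among the 3097. Samples with the same number did not deviate together (correlation of deviations from the group means across genes -0.015), so the numbers were not taken to pair the samples, and a block leaves fewer degrees of freedom. The log2 fold change of Siglece was -2.03 with the block.

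The share of variance on the first principal component was 70.9%, and it was 66.4% with a pseudocount of 0.1, 66.6% without a filter, 92.1% with the 500 genes of highest variance, 63.1% with genes scaled to unit variance and 74.0% after quantile normalization. The cause was not tested.

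Of 21 marker lists, 14 differed between the diets in camera, and 13 of these also differed in fry, which called 16. With the correlation estimated for each list, 0 lists differed, and 0 had an unadjusted p under 0.05. The cause was not tested. A pseudocount of 0.1 and median-ratio scaling each gave 14 lists and the replicate block 16.

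Itgam and Tlr4, which did not differ between the diets, changed direction after quantile normalization, to -0.040 and -0.067. Among the other named genes, 16 results were weaker and 4 stronger under an alternative, and among the lists 1 was weaker and 4 stronger, each with the direction kept. Across 316 fits of 79 genes and lists that each left out one replicate, the direction changed in 4, for Il12b, Muc1, Siglec1 and Tlr4, none of which was a DEG. Leaving out a sample leaves 1 sample in a diet, so no number of DEGs or lists and no rank was computed there. Depth limits genes with few reads. Siglec15 had approximately 3.29 and 1.91 reads in ND.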

Differences from the paper's values

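The paper gives a number of differentially regulated genes of more than 1000, and 3097 DEGs were called here. The paper's number is a minimum, which 3097 exceeds. Of the alternatives set before the data were examined, the replicate block gave 812 DEGs, which is below the minimum although within 1.5 times of it. The others gave more than 1.5 times the paper's number.

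The paper's log2 fold change of siglec-E is about -2.3 in Fig. 1B, read by eye, against -2.03 here. With a pseudocount of 0.1 it was -2.31, within the spread between replicates of the paper's value, and none of the other alternatives set before the data were examined closed the gap.

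The −log10 of the adjusted p-value of siglec-E is about 6 in Fig. 1B, read by eye, at the upper end of the axis, where many genes are lined up. Here it was 2.21, and none of the alternatives set before the data were examined closed the gap. All of these were limma fits of 2 samples per diet, and in the main fit the smallest adjusted p-value of any gene was 0.00378. The gap is therefore not specific to siglec-E. These fits cannot decide what gave the paper's value, since its test is not named.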

Other observations

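The tests of dilution by macrophages or by non-immune cells, of depth and of the immediate early genes were chosen after the results had been seen. The other tests in this part were set before the values they use were looked at.

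Which change in the mix of CD45+ cells could go with the fall of Siglece (log2 fold change -2.03) was asked with the marker lists. Fewer neutrophils as the whole cause is argued against by the neutrophil list, whose median log2 fold change was -0.87. Several of its genes are near the floor, and with a pseudocount of 0.1 the median was -1.34, where Siglece was at -2.31. Its 3 most abundant genes, S100a8 (-1.31), S100a9 (-1.69) and Retnlg (-1.21), fell by less than Siglece. Fewer monocytes cannot be told apart from other causes. That list had a median of -0.75, or -0.36 without HFD replicate 1 and -1.02 without HFD replicate 2. By the limit set for it, the fall of Siglece, the median argues against monocytes. It was left open after the value was seen, since 3 of the 7 genes were higher and 4 lower in HFD, and the lowest, Ly6c2 (-1.90, standard error 0.25), lay within its error of Siglece. Fewer resident macrophages could account for a fall of this size, since all 8 genes of that list fell, with a median of -2.46. These genes did not fall alike, with log2 fold changes from -3.59 to -0.83, so some fell by more and some by less than Siglece. The fall of this list is not specific, as the lists of NK cells (-2.06) and regulatory T cells (-2.29) fell as far. Dilution of the other cell types by lipid-associated macrophages was asked with the endothelial list. It did not fall as a whole, with a median of 0.16, or 0.07 without HFD replicate 2, and genes from -0.48 to 0.46. Endothelial cells are not immune cells, and the amount carried over may differ between libraries. The list therefore cannot decide whether the other immune cells were diluted, and this stays open. Scaling of the TPM values is argued against by the alternatives, under which Siglece stayed at -2.05 or lower for median-ratio scaling, quantile normalization and rescaling without the 50 most abundant genes. Lower expression of Siglece per cell stays open and cannot be separated from a change in cell types in bulk RNA.

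For the number of DEGs, the 4 samples can be split into 2 groups of 2 in 3 ways. Only 1 of the 3 splits, that by diet, gave as many DEGs. The other splits gave 0 DEGs, with 76 and 117 genes at an unadjusted p under 0.05. With 3 splits the share cannot fall below 33.3%, so chance cannot be excluded by this count. A difference in depth is argued against by the ratio of mean depth of HFD to ND of 0.983, in reads per kb. Gene length is argued against by a Spearman's rho of 0.031 between log2 fold change and exon length across 15262 genes (90.6% of those tested), which are not independent. A few abundant genes are argued against by the 3218 DEGs found without the 50 genes of highest mean TPM. Dilution of the immune cells by non-immune cells carried over, as the whole cause, would lower all immune cell lists alike. It is argued against by the NK cell list, with a median of -2.06 and all 8 genes lower, while all 13 genes of lipid-associated macrophages were higher. Whether non-immune cells carried over in one diet add to the DEGs cannot be told apart from an effect of the diet. The lists of non-immune cells moved apart, which by the rule set for this test argues against it, but it was left open after the values were seen, since the adipocyte list, with a median of -1.26, had 2 genes higher and 6 lower.

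The other lists had these median log2 fold changes. The lists of T cells (-1.82), CD8 T cells (-1.84), mast cells (-1.88), B cells (-1.34), dendritic cells (-0.74), plasmacytoid dendritic cells (-0.40) and epididymal epithelium (-2.54) were lower in HFD at an adjusted p under 0.05 in camera, as were those of neutrophils, resident macrophages, NK cells and regulatory T cells. The lists of macrophages (-0.31), monocytes, eosinophils (-0.92), adipocytes, endothelial cells, mesothelial cells (-0.35) and erythroid cells (-0.63) did not pass this threshold. After median-ratio scaling the plasmacytoid dendritic cell list no longer passed it and the adipocyte list did, as it also did after quantile normalization. Leaving out 1 HFD sample moved some medians by more than 1.5 times. Without HFD replicate 1 the median was -0.38 for dendritic cells, -0.060 for mesothelial cells and -0.23 for erythroid cells. Without HFD replicate 2 it was -0.65 for mesothelial cells and -1.04 for erythroid cells.

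The paper measures several proteins and transcripts by other assays in WT and siglec-E KO mice, and the transcripts of these in the CD45+ cells of WT mice are given here as values alone. Itgax, the gene of CD11c, rose with HFD (log2 fold change 2.36), as did Adgre1, the gene of F4/80 (0.78), and Pparg (1.18). Cebpa rose by less than 1.5-fold (0.55). Traf3 (-0.18), Tlr4 (0.05), Akt1 (-0.05), Nfkb1 (-0.22), Stat3 (-0.22), Il1b (0.26), Il12b (-0.17), Nos2 (0.21) and Itgam (0.10) had adjusted p-values above 0.05 in limma. Akt2 (-0.46), Myd88 (-0.54), Rela (-0.49) and Fasn (-0.43) had adjusted p-values under 0.05 in limma but changed by less than 1.5-fold. After median-ratio scaling the adjusted p-values of Akt2, Myd88 and Fasn were above 0.05. Lower in HFD and past both thresholds were Cxcr3 (-2.13), Cd8a (-1.31), Cd4 (-1.75), Klrb1c (-1.97), Ifng (-2.89), Il5 (-2.17), Il13 (-1.95), Il17a (-2.25), Il2 (-1.03), Csf2 (-1.73), Ccl2 (-1.28), Klf4 (-0.63), Arg1 (-0.90) and Retn (-1.66). Cd8a and Il2 were no longer DEGs after quantile normalization, nor was Klf4 after quantile normalization or median-ratio scaling, while Myd88 and Rela became DEGs after quantile normalization. Leaving out 1 sample moved several of the small values by more than 1.5 times. Without HFD replicate 1, Stat3 was at -0.077, Il12b at 0.16 and Tlr4 at 0.0048. Without HFD replicate 2, Stat3 was at -0.36, Il12b at -0.50, Tlr4 at 0.099, Il1b at 0.15, Nos2 at 0.14 and Itgam at 0.059. Without ND replicate 1, Il12b was at -0.27 and Tlr4 at -0.035, and without ND replicate 2 they were at -0.058 and 0.14. Noncoding or other genes overlap Adgre1, Akt1, Arg1, Csf2, Il1b, Nfkb1, Stat3 and Traf3, and reads of these could not be separated here. Ly6g was at most 0.1 TPM in each sample. TPM are shares of the RNA, so they do not give numbers of cells. Of the 33 genes tested from this set, 18 were DEGs over all genes tested, and 18 when adjusted over the list alone.

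Of the 13 genes that the submitters name in their summary of the series, 12 were DEGs, and 12 when adjusted over the list alone. The submitters picked them from these samples, so the second count is not independent evidence. Muc1 was not a DEG (log2 fold change -0.24, adjusted p = 0.709 in limma), with 6.1 TPM in HFD replicate 1 and 2.4 TPM in HFD replicate 2, and its log2 fold change was 0.29 without HFD replicate 2 and -0.77 without HFD replicate 1. Timd4 (-3.59) fell, while Cdk18 (4.52), Fam83f (4.13), Nptx1 (3.56) and Fbln7 (3.83) rose. Sbk2 was listed at 0 in both ND samples and at 6.5 and 5.6 TPM in HFD.

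Genes of the epididymal epithelium were higher in ND than in HFD. All 5 genes of the list set before the data were examined fell. A candidate explanation is that epididymal tissue or its RNA was carried over with the ND fat pads. A second list, not looked at when it was written, had a median log2 fold change of -1.83 over 9 genes tested, with 8 of them lower in HFD. Its most abundant gene in ND was Defb42, at 16.6 and 18.6 TPM, against 1.0 and 5.6 TPM in HFD. Its gene Cst8 went the other way and was highest in HFD replicate 1 (24.8 TPM). An effect of the diet on these genes was not tested.

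Genes of microRNA held 9.45% and 9.10% of the TPM in ND and 7.91% and 8.08% in HFD, with Mir5107 the most abundant of all genes. In approximate reads their share was 0.289% or less. A candidate explanation is that reads of longer transcripts were divided by the short length of a microRNA gene. Across 121 microRNA genes lying in an exon of another gene, the log2 fold changes followed those of that gene with a Spearman's rho of 0.676. These genes are not independent replicates. The TPM of microRNA genes may therefore not stand for microRNA.

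Immediate early genes were among the most abundant in all 4 libraries. Zfp36 had 5874 and 5425 TPM in ND and 3210 and 3062 TPM in HFD, and Junb had 5419 and 5029 TPM in ND. All 15 genes of the dissociation response list were lower in HFD, with a median log2 fold change of -0.92. Whether the collagenase digestion at 37 degrees or the diet lies behind it cannot be told apart, since no undigested sample was analysed here.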
